# Differential paralog divergence modulates genome evolution across yeast species

**DOI:** 10.1371/journal.pgen.1006585

**Published:** 2017-02-14

**Authors:** Monica R. Sanchez, Aaron W. Miller, Ivan Liachko, Anna B. Sunshine, Bryony Lynch, Mei Huang, Erica Alcantara, Christopher G. DeSevo, Dave A. Pai, Cheryl M. Tucker, Margaret L. Hoang, Maitreya J. Dunham

## Abstract

Evolutionary outcomes depend not only on the selective forces acting upon a species, but also on the genetic background. However, large timescales and uncertain historical selection pressures can make it difficult to discern such important background differences between species. Experimental evolution is one tool to compare evolutionary potential of known genotypes in a controlled environment. Here we utilized a highly reproducible evolutionary adaptation in *Saccharomyces cerevisiae* to investigate whether experimental evolution of other yeast species would select for similar adaptive mutations. We evolved populations of *S*. *cerevisiae*, *S*. *paradoxus*, *S*. *mikatae*, *S*. *uvarum*, and interspecific hybrids between *S*. *uvarum* and *S*. *cerevisiae* for ~200–500 generations in sulfate-limited continuous culture. Wild-type *S*. *cerevisiae* cultures invariably amplify the high affinity sulfate transporter gene, *SUL1*. However, while amplification of the *SUL1* locus was detected in *S*. *paradoxus* and *S*. *mikatae* populations, *S*. *uvarum* cultures instead selected for amplification of the paralog, *SUL2*. We measured the relative fitness of strains bearing deletions and amplifications of both *SUL* genes from different species, confirming that, converse to *S*. *cerevisiae*, *S*. *uvarum SUL2* contributes more to fitness in sulfate limitation than *S*. *uvarum SUL1*. By measuring the fitness and gene expression of chimeric promoter-ORF constructs, we were able to delineate the cause of this differential fitness effect primarily to the promoter of *S*. *uvarum SUL1*. Our data show evidence of differential sub-functionalization among the sulfate transporters across *Saccharomyces* species through recent changes in noncoding sequence. Furthermore, these results show a clear example of how such background differences due to paralog divergence can drive changes in genome evolution.

## Author summary

Both comparative genomics and experimental evolution are powerful tools that can be used to make inferences about evolutionary processes. Together, these approaches provide the opportunity to observe evolutionary adaptation over millions of years where selective history is largely unknown, and over short timescales under controlled selective pressures in the laboratory. We have used comparative experimental evolution to observe the evolutionary fate of an adaptive mutation, and determined to what degree the outcome is conditional on the genetic background. We evolved several populations of different yeast species for over 200 generations in sulfate-limited conditions to determine how the differences in genomic context can alter evolutionary routes when challenged with a nutrient limitation selection pressure. We find that the gene encoding a high affinity sulfur transporter becomes amplified in most species of *Saccharomyces*, except in *S*. *uvarum*, in which the amplification of the paralogous sulfate transporter gene *SUL2* is recovered. We attribute this change in amplification preference to mutations in the non-coding region of *SUL1*, likely due to reduced expression of this gene in *S*. *uvarum*. We conclude that the adaptive mutations selected for in each organism depend on the genomic context, even when faced with the same environmental condition.

## Introduction

Understanding how organisms adapt to their environment is a fundamental goal of evolutionary biology. This goal has been complicated by the dependence on the reconstruction of historical events to make inferences about selective pressures and evolutionary mechanisms. Furthermore, it can be difficult to pinpoint genetic variation that causes new phenotypes of interest amid very divergent genomes. One approach to circumventing this limitation is to study evolution in the laboratory, where growth, environment, and population parameters can be controlled and dynamic adaptation events can be followed in real time [1–5]. However, experimental evolution has its own limitations, such as being too far removed from natural environmental factors and extending over only limited time scales. Merging laboratory evolution and comparative genomics could provide a more comprehensive view of processes that underlie evolution. In addition, comparative experimental evolution allows us to determine to what degree genetic background may result in differential functional innovation in the future [4,6].

One source of genetic novelty that may vary across divergent species is gene duplication. Gene duplicates can have different fates, either through dosage effects of an extra copy, splitting ancestral functions or regulatory patterns over duplicates (sub-functionalization), or acquiring novel function (neo-functionalization) [7,8]. Alternatively, they can provide genetic redundancy to endow organisms with mutational robustness [9–11]. Duplications occur frequently during evolution and are commonly linked to genome innovations that result in an adaptive or phenotypic change to a particular environment [12,13]. After a duplication event, adaptation may result through the accumulation of mutations in the non-coding or protein coding regions of the genome, which may alter gene function, protein-protein interactions, or expression profiles. Accumulation of mutations in the coding region of each paralog may potentially modify active sites, affecting biochemical functionality, or alter binding interfaces and thus their interaction specificity [14]. Mutations in the non-coding region of each paralog may cause regulatory interactions in networks to be lost or re-wired, potentially leading to expression divergence between paralogs [15–17].

The *Saccharomyces* clade of species provides a particularly appealing platform for comparative studies of gene function. The last common ancestor of this group existed approximately 20 million years ago, with approximately 80% identity in coding sequences between *S*. *cerevisiae* and *S*. *uvarum* [18]. The *Saccharomyces* species are experimentally tractable, have high quality genome sequences [19–21], contain largely syntenic chromosomes [22], and can mate to form hybrids, including with the laboratory workhorse *S*. *cerevisiae*, providing access to a huge knowledge base and extensive toolkit of genetic and genomic resources. Additionally, the *Saccharomyces* genus is a result of a well-studied WGD event, which occurred just before the separation of *Vanderwaltozyma polyspora* from the *S*. *cerevisiae* lineage [23] and was itself probably a result of a hybridization event [24].

In this study, we compared the evolutionary outcomes upon sulfate-limited growth in chemostat culture between *S*. *cerevisiae*, *S*. *paradoxus*, *S*. *mikatae*, *S*. *uvarum*, and *S*. *cerevisiae/S*. *uvarum* hybrid strains and used whole genome sequencing and species-specific microarrays to identify resultant genetic changes. We discovered differential amplification of sulfate transporter gene paralogs *SUL1* and *SUL2* in the different species. The species-specific amplification preference correlated with the selective effects of amplification and deletion of each sulfate transporter gene. Analysis of functional divergence of the two paralogs across these species provides evidence for differential sub-functionalization between the *SUL1* and *SUL2* paralogs of *S*. *cerevisiae* and *S*. *uvarum*, driven largely by lineage-specific acquired changes in the non-coding region of *SUL1* in *S*. *uvarum*. In this work, we discovered an example of recent paralog divergence between two gene duplicates with altered gene expression between *S*. *cerevisiae* and *S*. *uvarum*, and demonstrated that such differences can alter the genetic mechanisms by which these species adapt to future challenges.

## Results

### Adaptation through differential gene amplification: Experimentally evolved *S*. *cerevisiae* and *S*. *uvarum* populations amplify different sulfate transporter genes

As described previously [25–28], evolved clones of *S*. *cerevisiae* selected during long-term continuous culture under sulfate-limitation reproducibly carry amplification events near the right telomere of chromosome II containing the high affinity sulfur transporter gene *SUL1* (representative event shown in Fig 1B). This mutation confers one of the highest (20–40% increase) and most reproducible (25/25 populations) fitness advantages known in the experimental evolution literature [25–28]. In order to determine whether other yeast species would follow this same evolutionary path, we performed two evolution experiments with a sister species, *S*. *uvarum*, in chemostats using the same condition in which the *SUL1* amplification has been observed for *S*. *cerevisiae*. Each experiment was initiated with a prototrophic diploid *S*. *uvarum* strain that had never before been exposed to long-term sulfate limitation in the laboratory (see materials and methods).

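Copy number in the evolved populations was measured by array comparative genomic hybridization, in which DNA from an evolved population and DNA from a reference strain carry different dyes and bind together to probes along the genome, so that a gained region shows a raised ratio. For the diploid *S*. *uvarum* populations, 4 Agilent arrays with 43993 probes were hybridized with evolved DNA in Cy5 and reference DNA in Cy3. By their labels, the arrays hold an earlier and a later sample of each of the populations A and B, all near 500 generations or somewhat beyond. The labels pair each chemostat with a population, and the pair of arrays of 1 population was averaged before any mean over populations. The authors scanned the arrays with Agilent Feature Extraction, which subtracted the local background, corrected a spatial trend across the array and scaled the dyes linearly, and the values they deposited are log10 ratios per probe. Here these were converted to log2, control probes and the 20 to 41 spots per array that the scanner software marked as outliers were left out, duplicate probes were averaged and the median of each array was set to 0. The median signal was 18.8 to 25.9 times the background in the red channel and 32.7 to 47.1 times in the green channel. The noise of single probes, estimated from differences between neighbouring probes, had an SD of 0.19 to 0.25 on the log2 scale. Each chromosome was divided into segments of like ratio by circular binary segmentation with at least 5 probes per segment and splits accepted at a permutation p under 0.01, and splits smaller than 1 SD of the noise were undone. A locus was called gained where the mean log2 ratio of its segment was at least 0.3, and copy number was the ratio times the 2 copies of the diploid ancestor. Background correction, the segmentation rules and the use of the segment mean are choices that could move these numbers. The probes of this array carry positions and no gene names. *SUL2* was therefore placed on chromosome 12 of the array's numbering, from 321363 to 323324, where the arrays of *S*. *uvarum* strains deleted for the gene lose signal in both channels, and *SUL1* was placed on chromosome 4 between 960000 and 970000, where Figs 1C and 2D draw it.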

**Fig 1:**
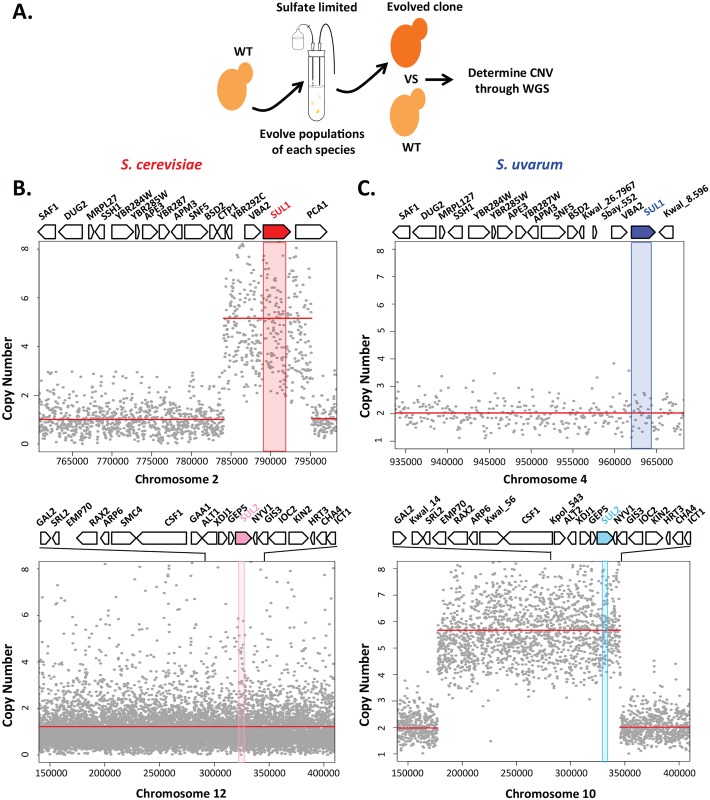
Adaptation through differential gene amplification between *S*. *cerevisiae* and *S*. *uvarum*. A) Schematic illustrating how evolved strains were derived and analyzed by sequencing to generate copy number plots shown below. B) Copy number of relevant genomic segments surrounding the *SUL1* (top) and *SUL2* (bottom) loci in a representative evolved strain of *S*. *cerevisiae*. Copy number plots were calculated by sequencing-depth ratios between evolved and parental genomes in *S*. *cerevisiae* at 188 generations. Gray dots represent the per nucleotide read-depth averaged across 25bp windows. Segmentation-derived regions of equal copy number are indicated in red. Segmentation defines an ~11kb region with a copy number of 5. The region of the sulfate transporter gene *SUL1* gene is shaded red. C) Sequencing-depth ratios between evolved and parental genomes in an *S*. *uvarum* clone isolated at 510 generations are plotted at relevant genomic segments surrounding the *SUL1* (top) and *SUL2* (bottom) loci. A large segmental amplification of an evolved clone defining a ~168kb region with a copy number of ~5 includes the locus containing the sulfate transporter gene *SUL2*, shaded in blue. Genes aligned at the top represent the loci in the expanded panel.

In contrast to the amplification of *SUL1* in the *S*. *cerevisiae* clones, no amplification of this locus was observed in the two populations of *S*. *uvarum* evolved under sulfate limitation for 500 generations. However, the locus containing the gene *SUL2* was amplified in both populations as determined through microarray-based comparative genomic hybridization (aCGH) (S1 Fig). 

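In the evolved diploid *S*. *uvarum* populations, the segment that holds *SUL1* had a mean log2 ratio of −0.08 in the earlier and −0.06 in the later sample of population A, and of −0.09 in the earlier and −0.10 in the later sample of population B. The mean over the populations was −0.08 ± 0.01 (SD, n = 2). No array reached the threshold of 0.3 for a gain, and none did under any alternative tried. The alternative that moved the mean most was the median of the probes within 5 kb of the gene in place of the segment mean, which gave −0.012. By that measure, the earlier and the later sample of population A were at 0.0066 and 0.028, above 0.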

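For *SUL2*, the mean log2 ratio of its segment was 0.06 in the earlier and 0.40 in the later sample of population A, and 0.50 in the earlier and 1.44 in the later sample of population B. These are ratios over all cells of a population, so the copy numbers are averages over its cells. The later sample of population A carried a raised stretch of 138.83 kb, from 280775 to 419602 on chromosome 12, at 2.67 copies. Population B carried a stretch of 99.73 kb (239487 to 339220) at 2.82 copies in its earlier sample and of 166.47 kb (171496 to 337965) at 5.41 copies in its later one. In the earlier sample of population B, the median of all probes was 0.15 on chromosome 12 and 0.18 on chromosome 11. On the other diploid arrays it was 0.02 to 0.05 on chromosome 12 and 0.00 on chromosome 11. The rise in that earlier sample was thus not confined to the stretch. The earlier sample of population A had 2.09 copies and was not called. It was at 2.35 copies by the median of the probes within 5 kb and at 2.30 with no splits undone, below the threshold as well. Among all windows with as many probes as the *SUL2* window on the same array, 4.45% had a mean as high in the earlier sample of population A and 0.121% in the later, and 0.605% and 0.894% did in those of population B. A gain was thus called on 3 of 4 arrays and at 1 or more time points in 2 of 2 populations. Averaged over time points, population A had 0.23 and population B 0.97, a mean of 0.60 ± 0.52 (SD, n = 2 populations; exact two-sided sign-flip permutation test, p = 0.5, the smallest p that 2 populations allow). The call in population A rests on its later sample alone, and when splits under 2 SD of the noise were undone, 1 array, that of the later sample of population B, was called. The same array alone was called at a threshold of 0.5, tried after the data were seen, and 3 arrays were at a threshold of 0.2. Normexp background correction moved the mean most, to 0.94. The length of the stretch also depends on the setting: in the earlier sample of population B it was 134.89 kb with PELT change points and 329.89 kb with normexp. Given that *SUL1* is amplified in *S*. *cerevisiae* and *SUL2* in *S*. *uvarum*, the paper proposes either a divergence in gene function, by which *SUL2* would encode the transporter of higher affinity in *S*. *uvarum*, or a change in chromosomal context, and tests these hypotheses further on.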

Two clones from one population were analyzed further by deep sequencing, revealing an internal segment of chromosome X containing the gene *SUL2* at an increased copy number of 5 in one of the two clones (Fig 1C). The fitness benefit of this evolved clone was 20% when competed against the ancestral strain (n = 4, Table 1, see Materials and Methods for further details of how fitness was measured in S10 Fig). Although the exact function of the protein Sul2 has never been experimentally tested in *S*. *uvarum*, Sul2 has been identified as a lower affinity transporter of sulfate in *S*. *cerevisiae* [29].

**Table 1:** Fitness coefficient of evolved clones.

Species	Generations	Clones	Fitness Coefficient, %	Gene Amplified	Copy Number
***S*. *cerevisiae***	210	Clone1	44.2 ± 8.2 (n = 2)	*SUL1*	5
***S*. *uvarum***	510	Clone1	21.8 ± 2.37 (n = 4)	*SUL2*	5

We next set out to explain the differential amplification of *SUL1* and *SUL2* in these closely related species. We hypothesized that the different evolutionary outcomes could result from divergence in gene function—*SUL2* may encode the higher affinity transporter gene in *S*. *uvarum* and so its amplification causes a higher fitness benefit—or from changes in chromosomal context that affect amplification rate or amplicon fitness. We test these hypotheses below.

### The genomic context of *SUL1* and *SUL2* in *S*. *uvarum*

We hypothesized that the preference for the amplification of *SUL1* in *S*. *cerevisiae* could be due to changes in chromosomal context between the two species that might affect the propensity of the region to amplify. Although the *SUL1* orthologs are largely syntenic between the two genomes, some differences do exist. *SUL1* in *S*. *cerevisiae* is located on the right arm of chromosome II, near the telomere. The *S*. *uvarum* ortholog is located in a syntenic region, on chromosome IV where, as compared with the *S*. *cerevisiae* genome, the left portion of this chromosome contains a reciprocal translocation with a region syntenic to the right arm of *S*. *cerevisiae* chromosome IV [22,30]. The regions immediately adjacent to *SUL1* are largely syntenic, though the gene just distal to *SUL1* in *S*. *cerevisiae*, *PCA1*, is missing in *S*. *uvarum* (S2 Fig). Adjacent sequences to the telomeric repeats, including X and Y’ elements as well as subtelomeric gene families, have been shown to be rapidly evolving across species of the *Saccharomyces* clade, possibly contributing to a difference in mutation rate [19,31–33]. In *S*. *cerevisiae*, this region also contains a DNA replication origin (ARS228), which we previously demonstrated to be involved in (though not necessarily required for) the generation of the amplification [34,35]. To test for replication origin function, we cloned the corresponding region from *S*. *uvarum* and tested it for the ability to support plasmid replication (i.e., an assay for Autonomously Replicating Sequences, or ARSs). Like *S*. *cerevisiae*, *S*. *uvarum* does contain an ARS in this region (S3 Fig). However, there do appear to be differences in activity among a minority of ARSs between *S*. *cerevisiae* and *S*. *uvarum*, determined through whole genome replication assays [36].

The *SUL2* gene is located on chromosome XII in *S*. *cerevisiae* and X in *S*. *uvarum*, though the immediate surrounding region is mostly syntenic. From comparisons with the reconstructed ancestral genome, *SUL2* appears to be the ancestral copy of the sulfur transporter, with *SUL1* being a more recent gene duplicate after a small-scale duplication (SSD) event [37]. Amino acid conservation between *SUL1* and *SUL2* in *S*. *cerevisiae* is 62.5% and 61.3% shared identity in *S*. *uvarum*, whereas *SUL1* from *S*. *cerevisiae* and *SUL1* from *S*. *uvarum* share 84% identity and *SUL2* from *S*. *cerevisiae* and *SUL2* from *S*. *uvarum* share 87% identity, indicating that the sulfate transporter genes are correctly annotated.

### *SUL1* in *S*. *uvarum* can be amplified in the absence of *SUL2*

Although the origin of replication is present, there may be other differences near *SUL1* in *S*. *uvarum* that might explain why this region has not been observed to amplify in the evolved strains. 

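Haploid *S*. *uvarum* from which *SUL2* had been deleted (*sul2Δ*) gave 4 evolved populations, each hybridized at generation 260 to an Agilent array of the same design as the diploid populations, with evolved DNA in Cy5 and the ancestral *sul2Δ* strain in Cy3. The labels number 3 of these populations 2, 3 and 4 and give the other no number. The values were processed as for the diploid populations, with 1 starting copy per gene. The scanner software marked far more spots as outliers on these arrays: 70.9% for the population with no number, 27.3% for population 2, 35.5% for population 3 and 13.5% for population 4. After these spots were left out, 12784, 31833, 28221 and 37828 probe positions remained. The median signal was 21.0 to 40.4 times the background in red and 34.9 to 40.9 times in green, and the noise of single probes had an SD of 0.26 to 0.32 on the log2 scale. Leaving the marked spots out or keeping them is the choice most particular to these arrays, and keeping them was tried after the data were seen. The probes at *SUL2* were dim in both channels, with a median log2 ratio of −2.38 for the population with no number, −0.99 for population 2, −0.64 for population 3 and −0.41 for population 4 (mean −1.11 ± 0.88, SD, n = 4). With both strains lacking the gene, these are ratios of background, and because the gene was located by its dimness here they are no independent check of the deletion.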

To test if *SUL1* is capable of amplification, we evolved four haploid *sul2Δ* strains of *S*. *uvarum* in sulfate-limited media and tested the evolved populations for copy number variation using aCGH. At 260 generations, we identified an amplification of the *SUL1* locus in one of the four populations and no other amplifications in the other three populations (Fig 2D). This result indicates that the *SUL1* locus in *S*. *uvarum* has the capacity for amplification, but does not attain high frequency in populations initiated with strains containing both *SUL1* and *SUL2* genes.

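In population 4, the segment that holds *SUL1* had a mean log2 ratio of 0.81, which is 1.76 copies per haploid genome. The segment ran from 845992 to 975909 on chromosome 4 and held 408 probes, and with the raised segment next to it the stretch spanned 145.06 kb, from 830847 to 975909, at 1.71 copies. The other populations had segment means of 0.01 (no number), 0.04 (population 2) and 0.02 (population 3). A window mean as high as that of *SUL1* was found in 0.182% of windows on the array of population 4, against 6.18%, 24.4% and 39.3% on the other arrays. The windows of population 4 include those inside its raised stretch. The mean over the populations was 0.22 ± 0.40 (SD, n = 4; exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 populations allow), an SD larger than the mean, and the gain rests on population 4 alone. That p needs all 4 values to be above 0, and with other settings small values of the other populations change sign: by the same exact test (n = 4) p was 0.875 with normexp, where the population with no number was at −0.056 and population 3 at −0.034, and 0.25 with the median within 5 kb. The call of 1 of 4 populations was the same under every alternative that kept all populations. Beyond *SUL1*, segments of at least 10 probes with an absolute log2 ratio of at least 0.3 numbered 0 in the population with no number, 10 in population 2, 5 in population 3 and 10 in population 4, the stretch at *SUL1* not counted. The raised ones included chromosome 14 from 714046 to 717456 at 0.67 and chromosome 13 from 336 to 7355 at 0.66 in population 2, and chromosome 5 from 29217 to 33213 at 0.60 in population 3.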

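Over the stretch that was raised in population 4, the mean log2 ratio was 0.78 there, 0.04 in the population with no number, 0.02 in population 2 and −0.02 in population 3. Between this stretch and the end of the chromosome, population 4 was at −0.02, so that its raised ratio stopped short of the chromosome end, and on the centromere-proximal side it was at 0.02. From the gain in 1 *sul2Δ* population and its absence in populations that started with both genes, the paper concludes that *SUL1* of *S*. *uvarum* is able to amplify but does not rise to high frequency where *SUL2* is present.

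**Figure D1:**
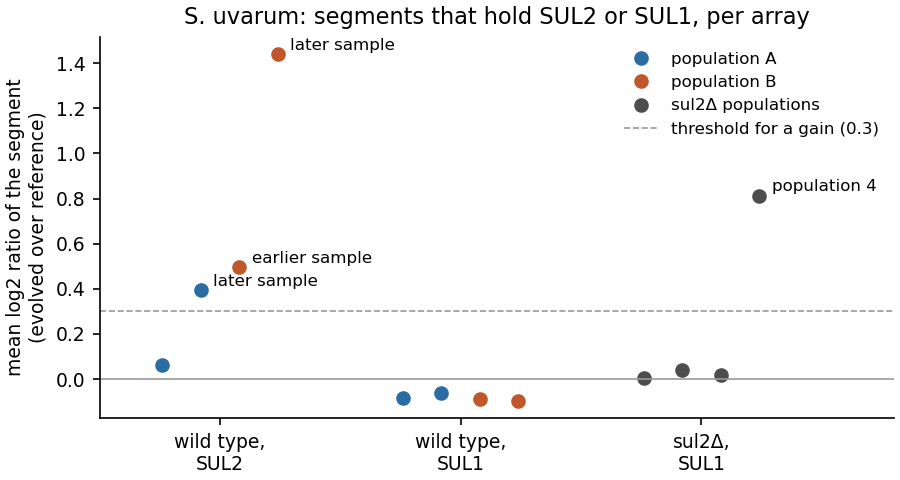
Mean log2 ratio (evolved over reference, vertical axis) of the segment that holds *SUL2* or *SUL1* on each *S*. *uvarum* array. Each point is 1 array, coloured by diploid population (wild type, A or B) or grey for the *sul2Δ* populations, and the dashed line marks the threshold of 0.3. Of the *sul2Δ* points, population 4 lies at 0.81 and the others between 0.01 and 0.04, while the *SUL1* points of the diploid populations lie between −0.10 and −0.06.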

**Fig 2:**
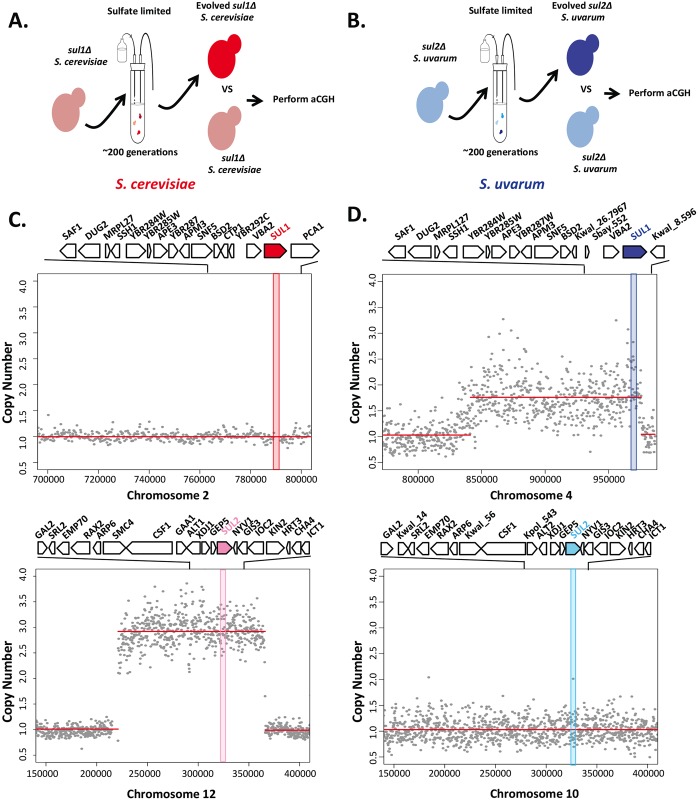
Alternate paralogs in *S*. *cerevisiae* and *S*. *uvarum* can amplify but such amplifications are not observed when preferred paralogs are expressed. A) Schematic illustrating how evolved strains were derived in *S*. *cerevisiae* and analyzed by aCGH to generate copy number plots shown below. B) Schematic illustrating how evolved strains were derived in *S*. *uvarum* and analyzed by aCGH to generate copy number plots shown below. C) Array CGH of evolved clone versus the parental genome of a *sul1Δ S*. *cerevisiae* strain at the relevant genomic segments surrounding the *SUL1* (top) and *SUL2* (bottom) loci. Array data (gray dots) indicate a copy number amplification. Segmentation-derived regions of average copy number are indicated in red. Segmentation defines a ~144kb region of chromosome VII with a copy number estimation of 3. Genes along the top are represented in the locus in the expanded panel. D) Array CGH of evolved clone versus the parental genomes of a *sul2Δ S*. *uvarum* strain at the relevant genomic segments surrounding the *SUL1* (top) and *SUL2* (bottom) loci. Array data (gray dots) indicate a copy number amplification. Segmentation-derived regions of average copy number are indicated in red. Segmentation defines a ~134kb region of chromosome IV with a copy number estimation of 2. Genes along the top are represented in the locus in the expanded panel.

Alternatively, the *SUL2* locus cannot amplify in *S*. *cerevisiae*. To test if the *SUL2* locus can amplify in *S*. *cerevisiae*, we evolved four haploid strains of *S*. *cerevisiae* in which *SUL1* has been deleted (*sul1Δ*) in sulfate-limited media and tested the evolved populations for copy number variation using aCGH. 

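Each of the 4 evolved *S*. *cerevisiae* *sul1Δ* populations was hybridized to an Agilent array with 41775 probes, which unlike the *S*. *uvarum* array carries gene names, with evolved DNA in Cy5. The labels number 3 of the populations 6, 7 and 8 and give the other no number, and all 4 arrays were on 1 slide. The labels give FY4 DNA as the reference in Cy3, while the legend of Fig 2C names the parental *sul1Δ* genome. Of the 10 probes in *SUL1*, 9 had log2 ratios of −2 or lower, from 789609 to 791523 on chromosome 2, so the reference DNA carries the gene. The median over the gene was −3.46 in population 6, −3.88 in population 7, −4.48 in population 8 and −4.08 in the population with no number (mean −3.97 ± 0.42, SD, n = 4). Scanning and normalization by the authors and the steps applied here were the same as for the *S*. *uvarum* arrays, with 1 starting copy per gene. From 5 to 28 spots per array were left out as outliers, the median signal was 60.2 to 117 times the background in red and 86.6 to 112 times in green, and the noise of single probes had an SD of 0.10 to 0.14 on the log2 scale, lower than on the *S*. *uvarum* arrays. The size of these ratios depends on the background correction. With a background model that adds an offset of 50 to each channel (normexp) the mean at *SUL1* became −2.20. Changes across the genome were also tested in 1199 bins of 10 kb with limma, which fits all bins together and shares their variance, taking as changed the bins with a Benjamini-Hochberg adjusted p under 0.05 and an absolute mean log2 ratio of at least 0.3.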

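The segment that holds *SUL2* on chromosome 12 of *S*. *cerevisiae* had a mean log2 ratio of 2.72 in population 6 of the *sul1Δ* strains, 1.90 in population 7, 1.57 in population 8 and 0.79 in the population with no number. The mean was 1.75 ± 0.80 (SD, n = 4; exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 populations allow), and each of the 4 populations lay above the threshold for a gain in every alternative. Under normexp background correction, which moved it most, the mean was 2.83 ± 1.16 (SD, n = 4), the stretch of population 6 described next rose to 17.3 copies and that of population 7 lengthened to 84.44 kb. In population 6 the raised stretch spanned 42.67 kb (322467 to 365133, from *GEP5* to *REX3*) at 6.61 copies per haploid genome, in population 7 31.91 kb (317108 to 349016, from *GAA1* to *REA1*) at 3.62 copies, and in population 8 144.41 kb (221166 to 365571, from *YLR036C* to *REX3*) at 2.97 copies. In the population with no number, the raised stretch covered the array's chromosome 12 from its first to its last probe, 5818 to 1071675, at 1.69 copies, and the median of all its probes was 0.75, against 0.00, 0.02 and 0.02 in populations 6, 7 and 8. Windows as high as *SUL2* made up 0.356%, 0.0761% and 0.491% of all windows in populations 6, 7 and 8 and 1.85% in the population with no number. They include windows inside the raised stretch, so these shares do not measure how rare the ratio is. The stretch raised in all 4 populations was 26.55 kb long, from 322467 to 349016, and by the gene table of assembly R64, in which 35 of 35 gene names searched were matched, it holds 15 genes, 14 of them protein-coding, from *SUL2* to *SNR79*.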

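Over the 1199 bins of 10 kb on the *sul1Δ* arrays, limma called 12 changed, 4 higher and 8 lower than 0. The 4 arrays share their slide, dye order and reference DNA, which by its labels is not from the direct ancestor. A test against 0 therefore also calls fixed differences of strain, probe or dye, and does not tell them from changes during evolution. The 3 bins around *SUL2* had mean log2 ratios of 1.60 (320001 to 330000, adjusted p = 0.0192), 1.79 (330001 to 340000, adjusted p = 0.0137) and 1.67 (340001 to 350000, adjusted p = 0.0198). The other raised bin was the first of chromosome 6 at 0.37 (standard error 0.0879, adjusted p = 0.0169). Lower were 7 bins of the mitochondrial genome between −0.59 and −0.47 and the bin on chromosome 2 that holds the edge of the deleted *SUL1* (780001 to 790000), at −0.35 (adjusted p = 0.000219). The next bin, with most of that gene, was missed: its mean was −0.75 and the 4 arrays lay between −0.87 and −0.65, but the trend, which sets the variance of a bin by its mean log2 ratio, gave it a standard error of 1.21 (adjusted p = 0.607). Fitted without the trend, its standard error was 0.0425 (adjusted p = 0.00226), and 14 bins were called, the 12 with this one and another mitochondrial bin, at −0.69. With no minimum on the log2 ratio, 654 bins were called, and without population 8 there were 4. The raised bins depend on each of populations 6, 7 and 8, since 1 raised bin was called without population 6 and 0 without population 7 or without population 8. Without the population with no number the count rose to 16 bins, 8 raised and 8 lower. Segments away from *SUL2* with at least 10 probes and an absolute log2 ratio of at least 0.3 numbered 7 in population 6, 4 in population 7, 5 in population 8 and 3 in the population with no number, and the largest of them on a nuclear chromosome was at 0.43. The paper uses these populations to test the alternative that the *SUL2* locus is unable to amplify in *S*. *cerevisiae*, and reasons from its raised ratio in each population lacking *SUL1*.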

We identified an amplification of the *SUL2* locus in all four populations (including a whole chromosome aneuploidy event that occurred in one population) indicating that *SUL2* can amplify in *S*. *cerevisiae*, but these amplifications do not attain high frequency in evolution experiments performed with strains in which the *SUL1* gene is present (Fig 2C and S4 Fig). We note that these experiments leave open the possibility that differences in amplification rate might contribute to the observed differences in amplification propensity. We have so far been unable to measure the amplification rate of these loci and so have not tested this hypothesis. However, another possible explanation for these results is that *SUL2* amplification may have a greater selective effect in *S*. *uvarum*. To test this, we performed additional experiments to determine the functional contribution of each gene from both species.

### Extra copies of sulfur transporter genes from *S*. *cerevisiae* and *S*. *uvarum* confer differential fitness effects

To test whether the functions of these genes may have diverged between these species, we measured the fitness effects of having additional copies of each gene. Previous studies have shown that the addition of *SUL1* on a low copy plasmid in *S*. *cerevisiae* increases the fitness of the strains by ~40% [26]. To determine the effect of additional copies of *SUL1* and *SUL2* from *S*. *cerevisiae* and *S*. *uvarum*, we transformed *S*. *cerevisiae* with ARS/CEN plasmids individually containing each *SUL* gene along with 500bp upstream of the coding region. We performed chemostat competition experiments between GFP+ and dark strains harboring additional copies of each gene in *S*. *cerevisiae* (Fig 3A). The fitness cost of expressing GFP, determined by competing isogenic wt strains with and without a GFP construct, is negligible (-0.02). The pairwise competitions provided fitness data that allowed us to more precisely determine the rank order of the fitness benefit of each gene amplification. The strain with an extra copy of *SUL1* from *S*. *cerevisiae (ScSUL1)* outcompeted all other strains, followed by *SUL2* from *S*. *cerevisiae (ScSUL2)*, which had a comparable fitness effect to *SuSUL2*. The strain with the *SuSUL1* gene had the lowest fitness effect of all genes tested (Fig 3B). This result suggests that *SUL2* may have maintained a similar function between the two species, but *SUL1* function may have diverged. In support of our original hypothesis, the *SUL2* gene from *S*. *uvarum* (*SuSUL2*) conferred a greater fitness effect than the *S*. *uvarum SUL1 (SuSUL1)*. This is also consistent with our predictions based on the evolution experiments, suggesting that *SuSUL2* amplification may have a greater selective benefit than amplification of *SuSUL1*.

**Fig 3:**
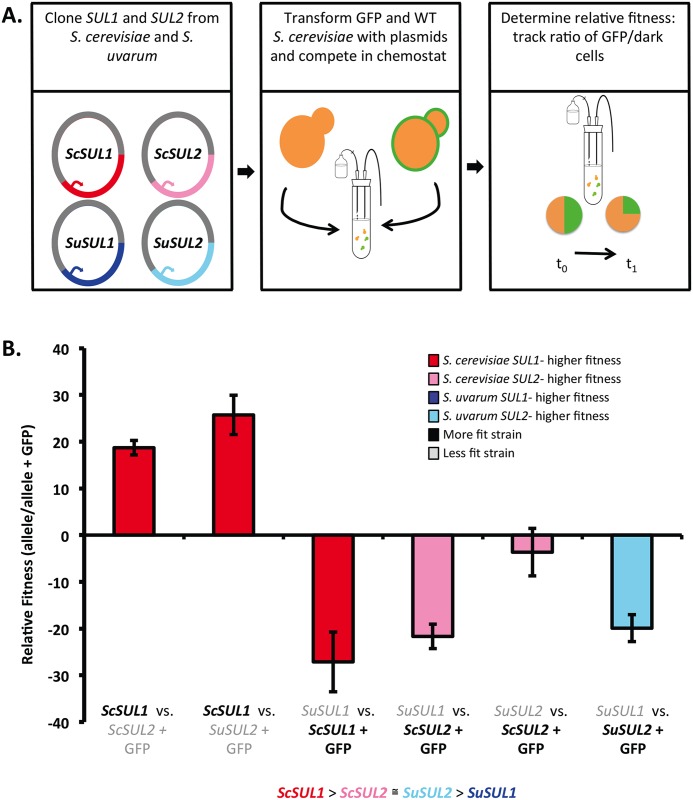
*SUL1* and *SUL2* have differential fitness effects between *S*. *cerevisiae* and *S*. *uvarum*. A) Schematic describing the strains that were competed against one another in the chemostat. B) The relative fitness of four strains of *S*. *cerevisiae* containing CEN plasmids with a *SUL1* or *SUL2* allele from *S*. *cerevisiae* or *S*. *uvarum* was determined in a pairwise manner. The fitness was measured in the chemostat under sulfate-limited conditions against a GFP-marked lab strain also containing CEN plasmids with either *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum*. Each bar corresponds to the mean of 4 or more replicates ±SD. The direction of the bar illustrates the strain that is more fit and depends on the strain that is GFP+. The labels on the x-axis describe the dark strain over the GFP+ strain competed against each other, with the most fit strain bolded in black. The fitness ranking of all the alleles is indicated at the bottom.

To determine if these results were consistent across genetic backgrounds, we performed chemostat competition experiments between GFP+ and dark strains harboring additional copies of each gene integrated at the *URA3* locus in *S*. *uvarum* (Fig 4A). The strain with an extra copy of *SUL1* from *S*. *cerevisiae (ScSUL1)* outcompeted all other strains, followed by *SUL2* from *S*. *uvarum (ScSUL2)*, which had a greater fitness effect than *SuSUL1* (Fig 4B). The strain with the additional copy of *ScSUL2* gene had the lowest fitness effect of all genes tested, which differs from the *S*. *cerevisiae* background results. These results suggest that other epistatic interactions may also contribute to the differences in the fitness effects of each allele between genetic backgrounds (Fig 4B).

**Fig 4:**
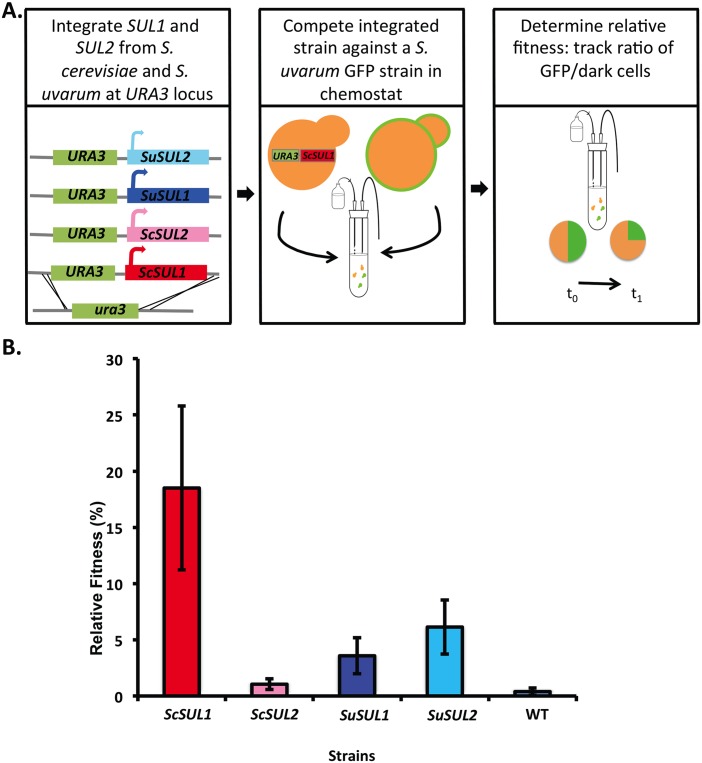
Fitness effects of *S*. *uvarum* strains harboring additional copies of *SUL* alleles. A) Schematic describing the strains that were competed against one another in the chemostat. B) The relative fitness of four strains of *S*. *uvarum* containing an additional integrated copy of either *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum* was determined. The fitness was measured in the chemostat under sulfate-limited conditions against an isogenic GFP-marked strain. Each bar corresponds to the mean of 6 replicates ±SD.

### *S*. *cerevisiae* x *S*. *uvarum* hybrid strains amplify *ScSUL1* allele

In addition to testing the fitness effects of each *SUL1* and *SUL2* gene independently, we also investigated the amplification preference in the context of having all alleles present in one genome. Given the results from the single gene plasmid experiments above, we predicted that *ScSUL1* would be the preferred allele for amplification. We had previously created *de novo S*. *cerevisiae/S*. *uvarum* hybrid strains and subjected them to hundreds of generations of growth in sulfate-limited continuous culture. Evolved strains were then analyzed by aCGH to determine differences in genome content from their ancestral strains (see [38] for additional analysis).

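The hybrid arrays carried spotted 70mers for the open reading frames of both species, so that each parental copy of a gene has its own probe. In all, 25 arrays were used, of 16 evolved clones and 9 population samples from 8 populations, 4 founded from the hybrid strain BC3 and 4 from BC4. Evolved DNA was in Cy5 and hybrid reference DNA in Cy3. By the labels, 12 of the 16 clones were compared with their own ancestor, and the other BC4 clones with BC3, as were most BC4 population samples. The authors quantified the spots with GenePix 5, normalized linearly, excluded manually flagged spots and kept spots with at least 2 times the background in at least 1 channel, and the values deposited are log ratios per spot. The base of the logarithm and the channel in the numerator are not given beside these values. They were taken as log2 of Cy5 over Cy3, and with another base the copy numbers would change, with the opposite order raised spots would be lowered ones. From 8793 to 12887 spots per array had a value over all spotted arrays, and the median of each array was set to 0. The values carry spot numbers without gene names and come from 3 prints of the array with different layouts (12, 5 and 8 hybrid arrays), so spots were compared only within a print and no value is given for a named locus. Species was assigned to spots on 2 of the prints from control arrays that set *S*. *uvarum* DNA in Cy5 against *S*. *cerevisiae* DNA in Cy3, as *S*. *uvarum* where the mean control log2 ratio, as deposited, was at least 1 and as *S*. *cerevisiae* where it was −1 or lower. The class of a spot depends on this choice, since with control values centred on the array's median some spots take the other sign. The paper's filter on cross-hybridizing probes was not applied here.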

Amplification of segments containing the *SuSUL1* or *SuSUL2* gene was never observed in 16 clones from 8 independent populations, and *SuSUL1* was even found deleted in one evolved clone, displaying loss of heterozygosity at this locus (S5 Fig). In contrast, the *S*. *cerevisiae* copy of *SUL1* was found amplified in 14/16 evolved clones (Fig 5B). 

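Of the spots assigned to *S*. *uvarum* by the control arrays, 0 of 4367 on the first print and 0 of 3901 on the second were raised by at least 2 on the log2 scale on 50% or more of the hybrid arrays, whereas 8 of 6143 and 6 of 5642 spots assigned to *S*. *cerevisiae* were. For a rise of at least 1, the counts were 0 and 4 for *S*. *uvarum* and 12 and 25 for *S*. *cerevisiae*. Counts of this kind cover gains shared by many arrays, and a gain in a single clone would not enter them. Among the clones of these prints, clone 1 of population BC3-A had 385 of 3925 spots of the *S*. *uvarum* class at −2 or lower, against 2 to 18 such spots on the arrays of the other clones of its print. The same array also had the most spots of the *S*. *cerevisiae* class at −2 or lower, 293 against 135 to 198, so part of the lowering is not particular to the *S*. *uvarum* class. Spots are not placed on chromosomes here, so the counts are over the whole *S*. *uvarum* genome and not at *SuSUL1*.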

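For each hybrid array, the spots considered were those raised by at least 2 on the log2 scale on 50% or more of the other arrays of the same print. Over all arrays of a print, 10, 8 and 9 spots met this rule on the 3 prints, and after the values of each array had been shuffled among spots 1000 times, at most 0, 1 and 0 spots did. All 10 of the shared spots with control values on the first print and 6 of 6 on the second had negative control means, from −4.09 to −0.52 and from −4.54 to −1.41, the sign of brighter *S*. *cerevisiae* DNA. With a median of these spots of at least 1.5 copies per starting copy as a gain, 14 of 16 clones, 9 of 9 population arrays and so 8 of 8 populations were called. Clone 1 of BC3-A at 0.15 and clone 2 of BC4-B at −0.03 were not, while the population arrays, on another print and over other spots, were at 2.89 for BC3-A and at 3.85 and 3.46 for BC4-B. Of the clones set against their own ancestor, 10 of 12 were called. The rule was chosen after the values and the paper's count were known. A stricter form, tried first, asked for 75% of the other arrays, left 6 clones without any such spot and called 8 of the other 10. The count is therefore not independent of the paper's, and the spots are not assigned to *SUL1*. From its segments at the *S*. *cerevisiae* allele of *SUL1*, the paper proposes that *ScSUL1* amplification gives the greatest fitness advantage when all alleles are in 1 genome.

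**Figure D2:**
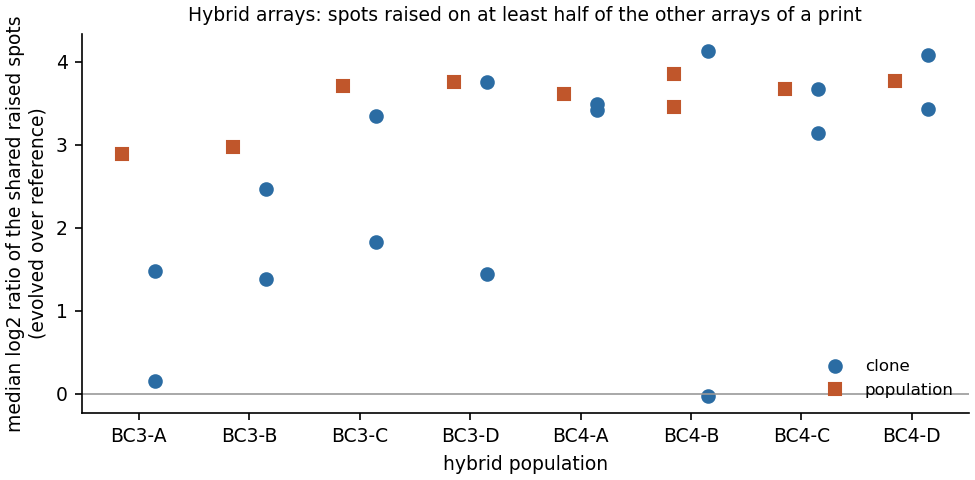
Median log2 ratio (evolved over reference, vertical axis) of the spots raised on at least 50% of the other arrays of the same print, for each hybrid population (horizontal axis). Circles are clones and squares population samples. Points of different prints rest on different spots. The clones at 0.15 in BC3-A and −0.03 in BC4-B lie near 0, and the other clones at 1.39 or higher.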

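Taken as log2 ratios over 1 starting copy, the medians of the shared raised spots corresponded to 2.61 to 17.5 copies in the 14 called hybrid clones, with a median of 10.4. The lowest was clone 1 of BC3-B and the highest clone 1 of BC4-B. These copy numbers rest on 1 array per clone and on the log base assumed, and they belong to spots without a gene name. The clones lie on 3 prints whose spots were not matched, so the copy numbers of clones on different prints belong to different spots. They also depend on the rule for the spots: when spots raised by 1 were taken, the 4 called clones of the second print had medians of 0.73 to 1.04 on the log2 scale in place of 1.44 to 3.43, and without centring clone 1 of BC4-D was at 2.20 in place of 3.43.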

Copy numbers estimated from the array CGH data ranged from 3 to as many as 20 copies of *SUL1*. Centromere-proximal breakpoints varied from population to population, but amplicons extended to the most distal telomeric probe in all cases. Additional rearrangements were rarely observed in these strains (S5 and S6 Figs). When all four alleles are present in the same genome, *ScSUL1* amplifications are preferentially recovered, suggesting that *ScSUL1* amplification yields the greatest fitness advantage in this particular environment and genomic context.

**Fig 5:**
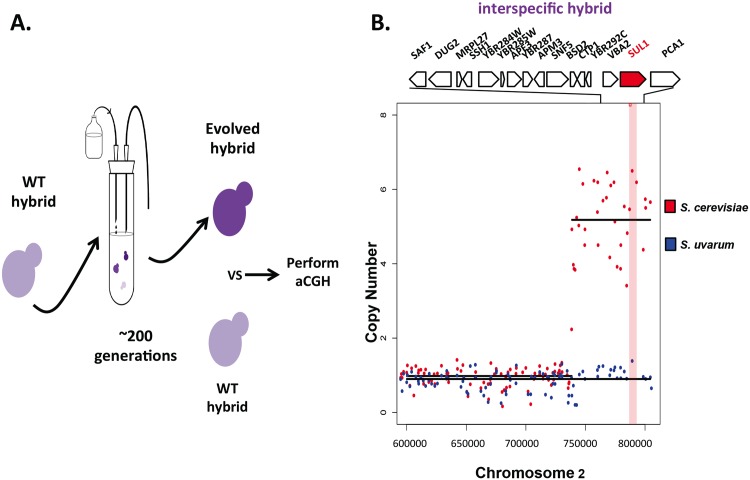
*S*. *cerevisiae* x *S*. *uvarum* hybrid strains amplify *S*. *cerevisiae SUL1*. A) Schematic illustrating how evolved strains were derived and analyzed by aCGH to generate neighboring copy number plot. B) Array CGH of evolved hybrid clone versus the parental *S*. *cerevisiae*/*S*. *uvarum* hybrid genome. Array data from *S*. *cerevisiae* (red dots) and *S*. *uvarum* (blue dots) are plotted according to the hybrid genome coordinates. Data support a copy number amplification of the *SUL1* locus of the *S*. *cerevisiae* allele. Black lines indicate the segmentation-derived regions of average copy number. Segmentation defines a ~65kb region of chromosome II with a copy number estimation of 5. The region of the *S*. *cerevisiae SUL1* gene is shaded red.

### Deletions of sulfate transporter genes display differential fitness effects between *S*. *cerevisiae* and *S*. *uvarum* genetic backgrounds

We have shown that the addition of extra copies of each gene results in an increased fitness in *S*. *uvarum* and *S*. *cerevisiae*, with *ScSUL1* yielding the greatest fitness increase, a result that corresponds to the amplification preferences in evolved strains derived from an interspecific hybrid. In addition, we deleted *SUL1* and *SUL2* in both *S*. *cerevisiae* and *S*. *uvarum* backgrounds to determine the relative fitness contributions of these loci in each background. We created *sul1*Δ and *sul2*Δ haploid strains and measured the competitive fitness of each null mutant in sulfate-limited conditions. We competed the *sul1*Δ and *sul2*Δ strains within each species against each other to calculate the fitness effect of each mutant. In *S*. *cerevisiae*, the *sul2*Δ strain outcompeted the *sul1*Δ strain, suggesting that *SUL1* in *S*. *cerevisiae* is the gene that is more important for growth in sulfate-limited conditions. Conversely, in *S*. *uvarum*, the *sul1*Δ strain outcompeted the *sul2*Δ strain, suggesting that *SuSUL2*, rather, is the gene that is more important for growth in sulfate-limited conditions (Fig 6B). Taken together with the fitness data from increasing the copy number of each gene, these data suggest differential *SUL1* and *SUL2* fitness contributions across these two species despite the genes’ similarity in amino acid composition and genomic context.

**Fig 6:**
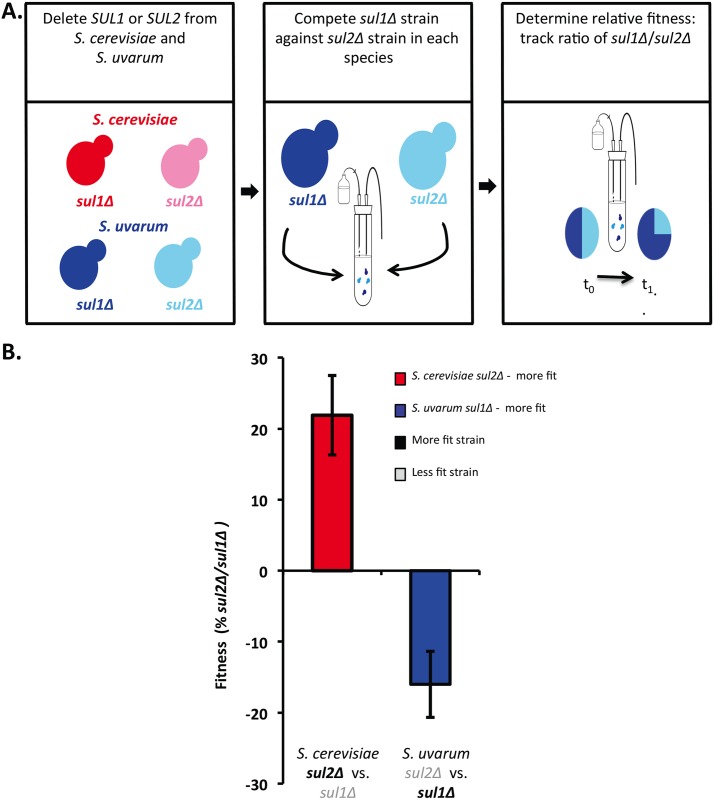
*sul1Δ* and *sul2Δ* have differential fitness effects between *S*. *cerevisiae* and *S*. *uvarum*. A) Schematic of strains used in the competition assay to measure the relative fitness of the null alleles in the *S*. *cerevisiae* and *S*. *uvarum* backgrounds. B) The relative fitness of two strains containing either a *sul1Δ* or *sul2Δ* allele in *S*. *cerevisiae* (red) and *S*. *uvarum* (blue) respectively was determined in a pairwise manner within each species. The fitness was measured in the chemostat under sulfate-limited conditions against a strain containing *sul2Δ* or *sul1Δ* allele in *S*. *cerevisiae* (red) and *S*. *uvarum* (blue) respectively. The x-axis indicates which strains were competed and the bolded strain represents the more fit strain. The proportion of each strain was determined by monitoring canavanine resistance, which differentially marked the competing strains and has previously been shown to be neutral [25,39]. Each bar corresponds to the mean of 6 or more replicates ±SD. In *S*. *cerevisiae*, *sul2Δ* outcompetes *sul1Δ* and in *S*. *uvarum sul1Δ* outcompetes *sul2Δ*.

### *SUL1* amplification in other species of the *sensu stricto* clade

In order to determine where the divergence in relative fitness effects between *SUL1* and *SUL2* in *S*. *cerevisiae* and *S*. *uvarum* occurred in evolutionary history, we tested the fitness of *SUL1* and *SUL2* from *S*. *paradoxus* and *S*. *mikatae*—two other species of the *sensu stricto* clade—and *SUL2* from *Naumovozyma castellii*, a more distant species that has not undergone gene duplication of this locus. We cloned the genes along with 500bp upstream of the coding region from each species into an ARS/CEN plasmid and determined the relative fitness effect of the addition of the *SUL* genes in *S*. *cerevisiae* when competed against a plasmid-free strain. This experiment allowed us to calculate the relative fitness coefficient of each strain. All strains showed significantly higher fitness than wild type *S*. *cerevisiae*, with the relative fitness coefficients ranging from 18.1% to 43.8%, after correcting for the cost of carrying a plasmid (-5.4% ± 0.59). The *S*. *cerevisiae SUL1 (ScSUL1)* plasmid conferred a fitness benefit of 42.6% (Fig 7B). The strains containing *SUL1* from *S*. *paradoxus* and *S*. *mikatae* conferred a greater fitness advantage than *SUL2* from the respective species. In *N*. *castellii*, the singleton *SUL2* conferred the greatest fitness advantage of 43.8% (Fig 7B). One possible scenario to explain these results is that the new *SUL1* duplicate in the last common ancestor of *S*. *cerevisiae*, *S*. *paradoxus*, *S*. *mikatae* and *S*. *uvarum* may have maintained the high affinity function of the ancestor, while *SUL2* subfunctionalized or lost specificity. Alternatively, the *S*. *uvarum SUL1* paralog may have acquired mutations that decreased its fitness only in that lineage.

**Fig 7:**
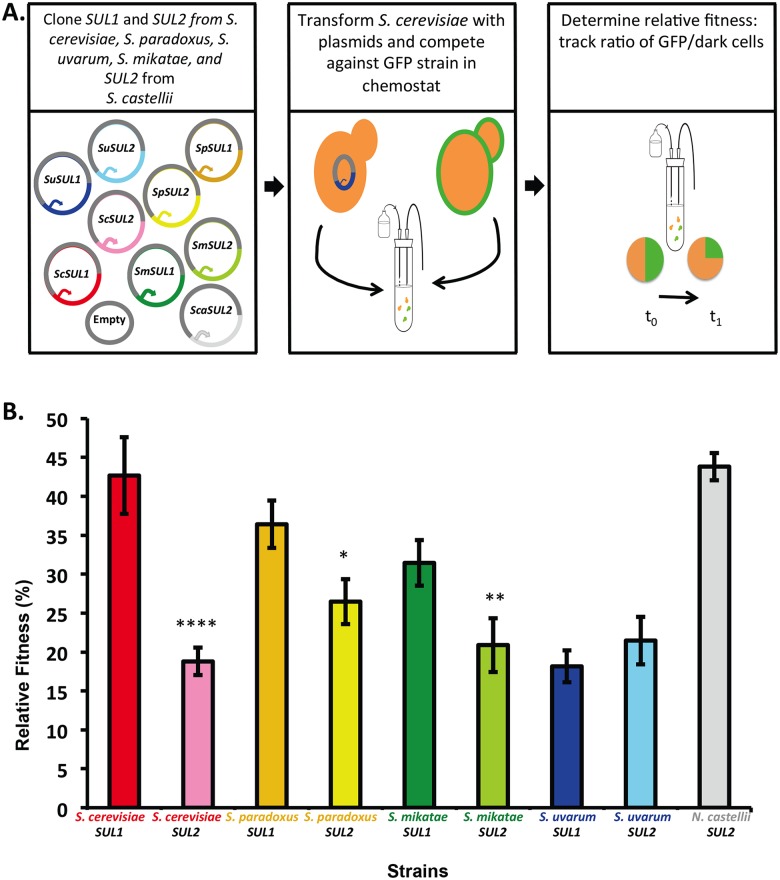
Plasmid-borne copies of *SUL1* cause a higher fitness benefit than *SUL2* in all species except *S*. *uvarum*. A) Schematic describing the strains that were competed against each another in the chemostat. B) The relative fitness of 9 *S*. *cerevisiae* strains containing a plasmid with *SUL1* and *SUL2* alleles from *S*. *cerevisiae*, *S*. *paradoxus*, *S*. *mikatae*, *S*. *uvarum*, and *N*. *castellii SUL2*. The fitness was measured in the chemostat under sulfate-limited conditions against a GFP-marked lab strain. Each bar corresponds to the mean of 4 or more replicates ±SD with asterisks indicating a p-value <0.05.

From these data, we can make predictions about the types of genomic events that would occur if we evolved *S*. *paradoxus* and *S*. *mikatae* under sulfate limited conditions. Since *SUL1* from both species resulted in the highest fitness benefit, we would expect to select for amplifications of the *SUL1* locus. To test this, we grew four populations of *S*. *paradoxus*, *S*. *mikatae*, and *S*. *uvarum* for 200 generations in sulfate limited chemostats and determined the copy number variation between evolved populations and each ancestral strain using deep sequencing. We did not detect amplification events at the *SUL1* nor the *SUL2* locus in any of the four populations of *S*. *uvarum*. One explanation for this result could be due to the 200-generation timescale. The detection of the original *SUL2* amplification event occurred after 500 generations. However, consistent with expectations, we did identify two populations with an amplification containing the *SUL1* locus in *S*. *paradoxus* and one population in *S*. *mikatae* (Fig 8). Other aneuploidy and segmental amplifications occurred in addition to the *SUL1* locus amplification in the evolved populations (S7 and S8 Figs); however, none of these copy number variants included the *SUL2* locus. Overall, these data are consistent with the previous gene function measurements of each allele in *S*. *cerevisiae*, indicating that *SUL1* is more adaptive when amplified in *S*. *paradoxus* and *S*. *mikatae*.

**Fig 8:**
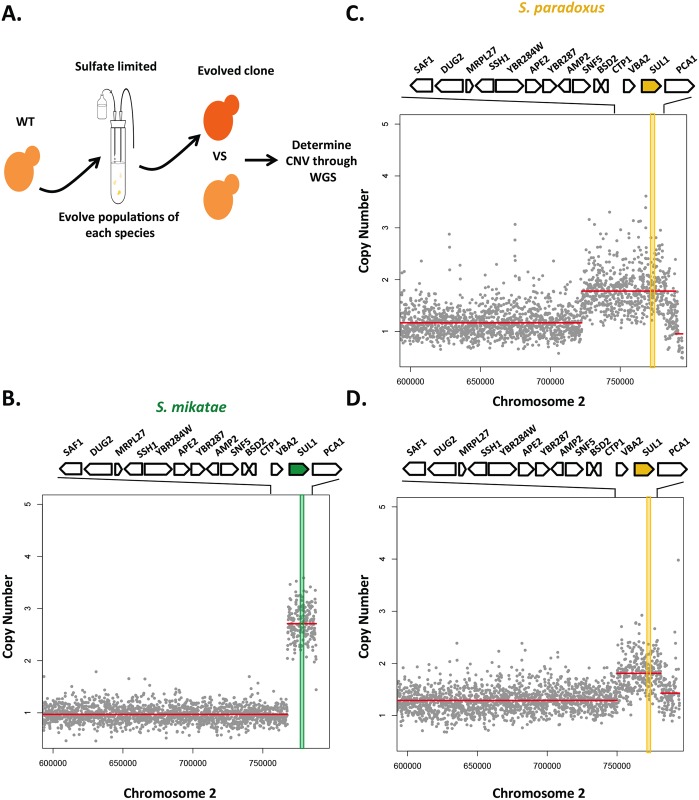
*SUL1* amplification in *S*. *paradoxus* and *S*. *mikatae* evolved populations. Copy number plots calculated with sequencing-depth ratios between evolved and parental genomes in 2 populations of *S*. *paradoxus* and one population of *S*. *mikatae* at ~200 generations. Gray dots represent the per nucleotide read-depth averaged across 100bp window and normalized against the average coverage of the ancestral strain. Segmentation-derived regions of average copy number are indicated as red lines. Genes aligned along the top are represented in the locus in the expanded panel. The *SUL1* gene is shaded yellow in *S*. *paradoxus* and green in *S*. *mikatae*. A) Schematic illustrating how evolved strains of *S*. *paradoxus* and *S*. *mikatae* were derived and analyzed by WGS to generate neighboring copy number plots. B) Segmental amplification defines a ~64kb region with a copy number of 2. C) Segmental amplification defines a ~20kb region with a copy number of 2. D) Segmental amplification defines a ~20kb region with a copy number of 3.

### The species-specific relative fitness contributions among *SUL* genes are largely driven by promoter sequences.

Based on the similar results across *S*. *cerevisiae*, *S*. *mikatae*, and *S*. *paradoxus*, we decided to focus on understanding what is different about the paralogs in *S*. *cerevisiae* vs. *S*. *uvarum*. To identify the genetic region responsible for the differences in fitness effects of *SUL1* and *SUL2* between the two sister species, we created chimeric constructs composed of different combinations of the promoter and open reading frame (ORF) of each gene. Rich *et al* recently used a deep mutational scanning approach to identify the functional elements of the *ScSUL1* promoter that are crucial for growth in sulfate limitation [40]. Based on their results, we cloned 500bp upstream of each ORF (the region encompassing all elements that positively influence *SUL1*’s fitness contribution) and cloned the ORF until the stop codon. We then cloned all 12 combinations of promoter and ORF into a low copy ARS/CEN plasmid. Wild-type *S*. *cerevisiae* strains were transformed with the individual plasmids carrying chimeric *SUL* constructs and competed against a plasmid-free strain to calculate the relative fitness coefficient of each strain in sulfate-limited media. Additionally, the non-chimeric alleles were also tested against a plasmid-free strain, with a total of 16 alleles tested.

As seen in Fig 9, the fitness coefficient values ranged from 0.2 to 38% after correcting for the cost of carrying a plasmid (-5.4% ± 0.59), which was calculated by competing a strain with an empty plasmid against a WT strain. When placed under the same promoter, the *SuSUL1* ORF had a greater fitness advantage than the *SuSUL2* ORF, opposite to the result obtained when each ORF was driven by its native promoter. All chimeras containing the promoter region of *SuSUL1* showed substantial decreases in fitness. This result suggests that expression differences between the two species may largely explain the differential fitness effects of the two *SUL1* genes. Interestingly, the chimeric allele containing the *SuSUL2* promoter with the *SuSUL1* ORF *(P*_*SuSUL1*_*-SuSUL1*) recapitulates the fitness effect of *ScSUL1*. Additionally, strains containing the promoter of *ScSUL1* or *ScSUL2* resulted in similar fitness patterns when paired with the three other ORFs, with the *ScSUL1* coding region yielding the highest relative fitness. However, when promoters of *SuSUL1* or *SuSUL2* were paired with the other three ORFs, we identified a different ranking of fitness patterns, with the *SuSUL1* coding region yielding the highest fitness. We did not attempt to further dissect these apparent epistatic interactions between the promoters and coding regions; however, such complex genetic interactions have been observed in other contexts [41–44].

**Fig 9:**
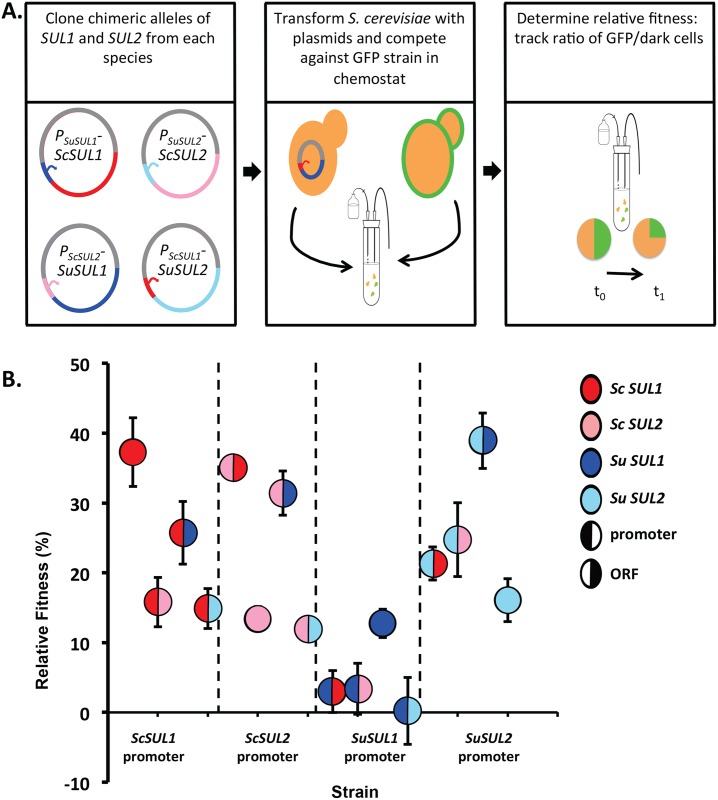
The promoter from *S*. *uvarum SUL1* reduces the fitness effect of *SUL1* and *SUL2* amplification. A) Schematic illustrating the strains that were used in the competition. B) The relative fitness of 16 *S*. *cerevisiae* strains containing a plasmid including chimeric constructs of *SUL1* and *SUL2* alleles from *S*. *cerevisiae* or *S*. *uvarum*. The figure is split into quadrants by promoter; *ScSUL1*, *ScSUL2*, *SuSUL1*, *SuSUL2* (left to right) where each circle represents one chimeric construct [44]. The left portion of the circle represents the promoter allele whereas the right portion represents the coding allele. The fitness was measured in the chemostat under sulfate-limited conditions against a GFP-marked lab strain. Each bar corresponds to the mean of 4 or more replicates ±SD.

Since the results from the chimeric constructs suggested that the promoter region is largely responsible for the differences in fitness, we sought to measure gene expression levels driven by each promoter. We used reverse transcriptase real time PCR (RT-PCR) to determine the expression level of *ScSUL1* under the control of all four promoters in *S*. *cerevisiae* strains grown at steady state in sulfate-limitation. We found that the expression level of the *ScSUL1* chimera with the promoter from *SUL1* from *S*. *uvarum (P*_*SuSUL1*_*-ScSUL1*) was significantly reduced in comparison to the other promoters (Fig 10A). We also found a modest correlation between expression level and the fitness value of each construct (R^2^ = 0.55) (Fig 10B). This result demonstrates that the differences between the fitness contributions of the two transporter genes may be due to gene expression differences.

**Fig 10:**
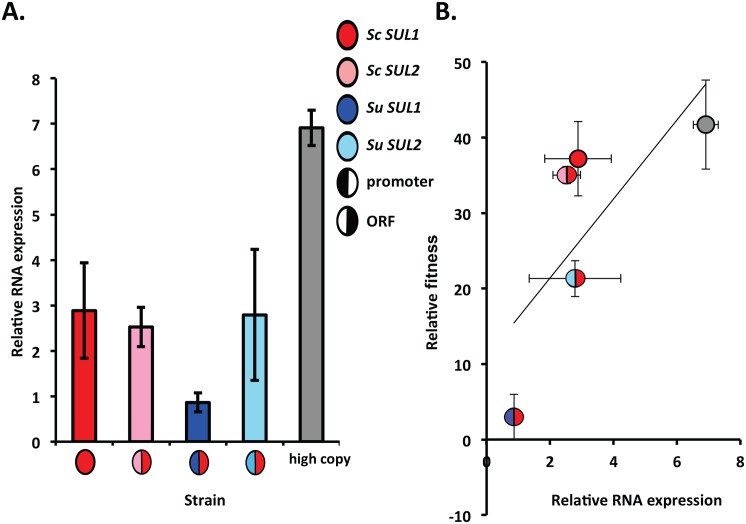
Reduced expression of chimeric construct with the *S*. *uvarum SUL1* promoter. A) The relative expression level of four *S*. *cerevisiae* strains containing a plasmid including the coding region of *S*. *cerevisiae SUL1* and the non coding region of *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum*. Each split circle represents the chimeric construct. The left portion of the circle represents the promoter allele whereas the right portion represents the coding allele. The grey fitness value is a control strain of *S*. *cerevisiae* with five copies of *SUL1*. Each bar corresponds to the mean of 4 or more replicates ±SD. B) The relative expression of the construct weakly correlates with the relative fitness of the strain (R^2^ = 0.55). The X and Y error bars indicate ±SD from fitness and expression data.

## Discussion

In this work, we used comparative experimental evolution to investigate how genetic background influences the genetic mechanisms of adaptation to sulfate limitation across different species of yeast in the *Saccharomyces* clade. We identified differential amplification of gene duplicates that encode sulfate transporters in *S*. *cerevisiae* and *S*. *uvarum*. Collectively, our results display an example of adaptation via amplification of different genomic loci, likely driven by regulatory divergence of paralogs.

Specifically, we have shown *SUL1* amplification during long-term growth in sulfate-limited conditions occurs in all species tested in the *Saccharomyces* clade except *S*. *uvarum*. While the number of *S*. *paradoxus*, *S*. *mikatae*, and *S*. *uvarum* populations that were used for the laboratory evolution experiments was small (n = 4–6), we have repeatedly identified *SUL1* locus amplifications in all reported evolution experiments of wild type *S*. *cerevisiae* (n = 25/25). Therefore, it is surprising that even within two evolved populations of *S*. *uvarum*, we did not identify *SUL1* amplification, but instead identified *SUL2* locus amplifications in both populations after 500 generations. Additionally, two of the evolved populations in *S*. *paradoxus* and one population of *S*. *mikatae* amplified *SUL1*. The other populations that did not amplify *SUL1* or *SUL2* may contain other events that may be equally or more beneficial than either amplification, or additional time may be required for the amplification event to occur and rise to high frequency (>200 generations) (S7 and S8 Figs). This point is further supported by additional evolution experiments we performed in *S*. *uvarum* for 200 generations where neither *SUL1* nor *SUL2* amplifications were detected, suggesting that amplification events are dynamic and may depend on longer time scales to occur and/or achieve high frequency (S9 Fig). These findings also demonstrate that other means of adaptation to sulfate limitation may exist, since populations from both *S*. *paradoxus* and *S*. *mikatae* amplify other regions of the genome in addition to *SUL1* or do not amplify either of the *SUL* genes at all (S7 and S8 Figs). Further work will be required to understand the genetic differences that mediate these other evolutionary trajectories and connect them definitively to fitness changes.

Our results contribute to ongoing efforts to understand the mutations that drive adaptation, a long-standing question in evolutionary biology. There are examples of parallel molecular evolution that occur across genetic backgrounds for many traits [4,45–49], suggesting that genetic background plays a relatively unimportant role in determining the outcome of adaptation at the molecular level. A more recent study, however, tested how genetic differences between strains of bacteria influence their adaptation to a common selection pressure and found that parallel evolution was more common within-strains than between-strains, implying that genetic background has a detectable impact on adaptation [50]. Taken together, it is unclear to what degree genetic background impacts the mechanism and rate of adaptation to a novel selection pressure. Our study has identified differential locus parallelism between sulfate transporter loci in *S*. *cerevisiae* and *S*. *uvarum*, demonstrating one example where genomic background influences the route taken to adapt to sulfate limitation during experimental evolution.

To further investigate the effect of genetic context and whether this was due to coding or non-coding variation, we generated chimeric alleles of promoter and coding regions between *S*. *cerevisiae* and *S*. *uvarum SUL1* and *SUL2* genes. We identified poor fitness outcomes associated with the non-coding region of the *SUL1* gene in *S*. *uvarum*, along with other complex interactions with the coding regions. These results suggest that the accumulation of mutations in the non-coding region of *S*. *uvarum SUL1* may have resulted in reduced expression, thus driving selection for *SUL2* amplification during adaptation of *S*. *uvarum* to sulfate limited conditions. Rich *et al* recently used a deep mutational scanning approach to identify the functional elements of the *ScSUL1* promoter that are crucial for growth in sulfate limitation [40]. This same approach could be applied to the promoter region of *SUL1* in *S*. *uvarum* to determine which sequences are responsible for these differences in activity.

Many studies have aimed to determine whether adaptation and phenotypic change typically occur from mutations in non-coding or coding regions in the genome [51–55]. In the case of gene duplicates, it has been proposed that their retention provides genetic redundancy, buffering the mutational space to either acquire new function, or to partition the ancestral function between duplicates. Gradual stochastic changes in expression level may lead to an eventual imbalance in the selective pressure between the two duplicates [56]. These gradual changes in gene expression may play a significant role in shaping the adaptive landscape over time, resulting in different adaptation outcomes across diverse genetic backgrounds. Our results provide an example of divergent adaptation through changes in expression of one duplicate in the *S*. *uvarum* lineage in the *Saccharomyces* clade. In the case of nutrient limitation, a simple modification in expression may be more likely to suffice, since the metabolic pathway for uptake and utilization already exists, and increasing uptake is a straightforward solution [4]. Alternatively, differential tradeoffs between toxic metal resistance and ion transport may exist between species and result in altered sulfur biosynthesis requirements to synthesize glutathione, a key factor in the cell's defense against oxidative stress and metal toxicity, and/or other sulfur-containing compounds [57–59].

In addition to metal exposure, nutrient limitation is also a likely scenario experienced by wild and industrial yeast strains. Growing evidence suggests that domesticated *Saccharomyces* species have been exposed to sulfate related selective pressures through the selection for favorable characteristics associated with brewing. In lager brewing yeast, increased sulfite production is important for its antioxidant properties and for preserving favorable flavor profiles [60]. *Saccharomyces pastorianus* is a lager brewing species found only in the brewing environment and appears to be an allotetraploid hybrid between *S*. *cerevisiae* and *S*. *eubayanus* [61]. Interestingly, *S*. *pastorianus* carries inactive copies of *SUL1* from *S*. *cerevisiae* and *S*. *eubayanus*, while retaining functional copies of *SUL2* which have been shown previously to improve sulfite production when overexpressed [62–64]. Identifying the genetic basis of traits under selection in a particular environment may not only help highlight the emergence of new traits but also inform ways to engineer further improvement.

## Materials and methods

### Yeast strains, plasmids, and culture conditions

The strains used in this study are listed in S1 Table. The *S*. *cerevisiae* strains used in this study were from the FY series FY4 in the S288c background, with the exception of the interspecific hybrids, which utilized GRF167. The *S*. *uvarum* strains used were derived from the CBS 7001 background. The *S*. *mikatae* strain was IFO 1815 and the *S*. *paradoxus* strain was CBS 432. The *N*. *castellii* strain was CBS 4309. The *SUL1* and *SUL2* deletion strains were created in *S*. *cerevisiae* and *S*. *uvarum* by targeting 50bp upstream of the ATG and 100bp upstream of its stop codon. The deletions were confirmed with primers targeting approximately 175bp upstream of the ATG (S3 Table).

To test the fitness due to the amplification of *SUL1* or *SUL2* from each species, we transformed DBY7283, a *ura3 S*. *cerevisiae MAT*α strain, with a low-copy plasmid [65]. Phusion PCR was used to amplify 500bp upstream and 5bp downstream of the stop codon of *SUL1* and *SUL2* from *S*. *cerevisiae*, *S*. *uvarum*, *S*. *paradoxus*, and *S*. *mikatae*, and *SUL2* from *S*. *castelli*. Each *SUL1* and *SUL2* gene was blunt cloned into pIL37 using primers listed in S3 Table. All plasmids used in this study are listed in S2 Table. The haploid *S*. *cerevisiae* strain used in the competition experiments was a haploid FY MATα where the *HO* locus had been replaced with *eGFP* as previously described [26]. The diploid *S*. *cerevisiae* GFP+ strain was made by crossing the haploid FY MATα strain, where the *HO* locus had been replaced with *eGFP*, to a MATa FY strain. The *S*. *uvarum* GFP+ haploid strain was created by replacing the *HO* locus with eGFP by amplifying the NatMX-GFP construct from the plasmid YMD1139. The strain was verified using primers that target 600pb upstream of the *HO* locus. The fitness of the haploid *S*. *uvarum* GFP+ strain, YMD2869, was 0.388% +/- 0.33 (n = 2). The fitness of the diploid *S*. *uvarum* GFP+ strain, YMD2869, was 2.33% +/- 0.19 (n = 2). To directly compete two strains each containing an additional copy of either *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum*, a GFP+ *ura3 S*. *cerevisiae* strain was transformed with plasmids containing either *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum*. These GFP+ strains were used in a competitive assay (see below) against strains also containing additional copies of each gene.

To test the fitness due to the amplification of *SUL1* or *SUL2* from each species in the *S*. *uvarum* background, we integrated each *SUL* allele into YMD2823, a *ura3Δ S*. *uvarum MAT*α strain, at the *URA3* locus due to the high loss rate of *S*. *cerevisiae* CEN plasmids [20]. We used primers listed in S3 Table to amplify 700bp upstream and 214bp down stream of each *SUL* allele ORF and cloned the construct into a CEN plasmid with the *URA3* marker. To create homology to the *URA* locus, we amplified each allele and the *URA3* marker using primers indicated in S3 Table. Strains were verified using primers that target 200 bp upstream and downstream of the *URA3* locus and Sanger sequenced.

The chimeric plasmids were created by amplifying 500 bp upstream of the start codons of the *SUL1* and *SUL2* ORFs from *S*. *cerevisiae* and *S*. *uvarum* and cloning each upstream region into YMD2307 using primers with added SnaBI sites at the 3’ end (S3 Table). Each plasmid was digested with SnaBI and *SUL1* or *SUL2* from *S*. *cerevisiae* or *S*. *uvarum* was ligated immediately adjacent to the previously cloned upstream region, creating a total of twelve different chimeric strains.

### Creation of hybrids

*de novo* hybrids between *S*. *uvarum* and *S*. *cerevisiae* were created by mating. Pulsed field gel analysis of the resulting strains confirmed the presence of both sets of chromosomes with no apparent size polymorphisms. Microarray analysis (see protocol below) of the hybrid DNA versus purebred DNA from each species also confirmed that these strains contained a complete haploid genome from each parent. Microarray data are deposited in the Gene expression Omnibus (GEO) repository under accession number GSE87401 and in the Princeton Microarray Database.

### Microarray design

The *S*. *cerevisiae* and *S*. *uvarum* genomes were downloaded from the *Saccharomyces* Genome Database and concatenated to create a hybrid genome. The program Array Oligo Selector was used to design 70mers to each open reading frame in both genomes. Under the default stringency settings, 711 genes were too similar to another sequence in the combined genomes for a sufficiently unique oligo to be designed. For these cases, the program was rerun in the context of each single genome in order to provide more complete coverage of the purebred genomes. 485 genes were still too similar to other sequences in the single genomes to pass this test and were left off the array. The resulting 4840 *S*. *uvarum* and 6423 *S*. *cerevisiae* 70mers were purchased from Illumina.

### Microarray printing and preparation

70mer DNA was resuspended at 40 μM in 3X SSC and printed using a pin-style arraying robot onto aminosilane slides in a controlled-humidity environment. Slides were UV crosslinked at 70 mJ. On the day of hybridization, the slides were blocked by agitating for 35 minutes at 65C with 1% Roche blocking agent in 5X SSC and 0.1% SDS. Slides were then rinsed with water for 5 minutes and spun dry.

### Comparative genomic hybridization

Hybridization conditions were optimized to maximize specificity. 

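The hybridization tests are present as 9 arrays on which *S*. *uvarum* DNA in Cy5 was set against *S*. *cerevisiae* DNA in Cy3, with 1 or 2 µg of DNA, at 65 or 67 °C, and with washes of different length. Each condition has 1 array, apart from the long 65 °C wash, which was also done on another print. Values were log ratios per spot from the authors' linear normalization, with the base again taken as 2. Here the median of each array was set to 0, and the spots whose ratio lay within 1 log2 unit of that median were counted, a measure on ratios that differs from a test of signal in each channel. The medians before centring were −2.69 to −0.01, so on most arrays the spots counted include some whose deposited ratio favours *S*. *cerevisiae*, and the share is not a share of spots that fail to separate the species. The share per array was given with an exact 95% binomial confidence interval, which covers only the number of spots, and conditions with 1 array each were not tested against each other. Both the centring and the limit of 1 log2 unit could change the shares.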

DNA from *S*. *cerevisiae* was labeled with one fluor and DNA from *S*. *uvarum* labeled with another and competitively hybridized to the arrays under a variety of DNA quantity, hybridization volume and temperature, and wash stringency conditions. As expected because of the 2-tier design strategy, less than 5% (563/11263) showed evidence of cross-hybridization with signal significantly over background levels in both channels. These probes were filtered out of all hybrid datasets.

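The share of spots within 1 log2 unit of the array's median had a median of 25.0% over the 9 arrays (interval of that array 24.3% to 25.8%). The lowest share, 13.3%, came from the long 65 °C wash on the other print, and the same wash on the main print gave 18.1%. The share was 22.3% with the long wash, 22.8% in the standard protocol with 1 µg at 65 °C and 28.3% with 2 µg, and at 67 °C it was 26.4% with 1 µg and 25.0% with 2 µg. The normal wash gave 28.4% and the short 65 °C wash 56.7% (55.9% to 57.6%), far from the others. The share depends on the limit that is set: within 0.5 log2 units of the array's median the median share was 12.7%, within 2 log2 units it was 47.4%, the alternative that moved it most, and for the values as deposited, counted within 1 log2 unit of 0, it was 11.3%. In that count, closer to a failure to separate the species, the long 65 °C wash on the main print was at 5.92% in place of 18.1%, and the short 65 °C wash stayed at 56.7%.

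**Figure D3:**
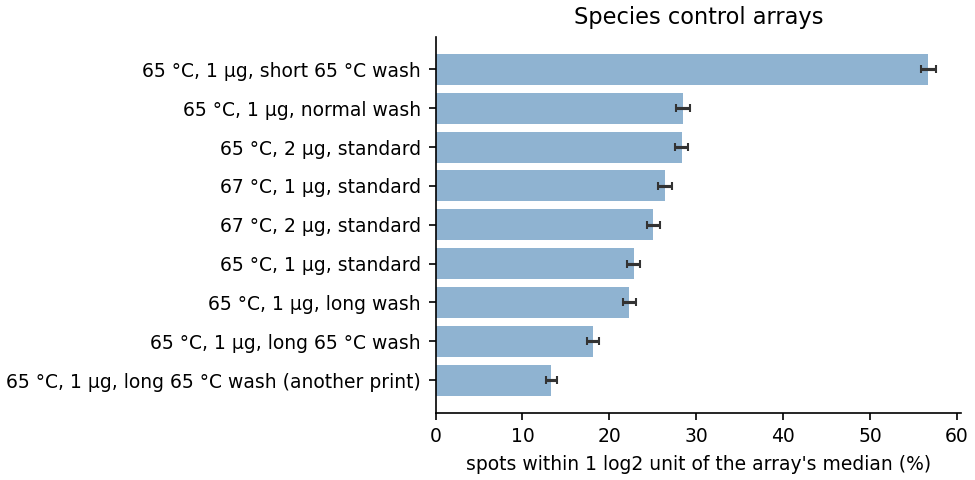
Percent of spots within 1 log2 unit of the array's median (horizontal axis) on each of the 9 arrays with *S*. *uvarum* against *S*. *cerevisiae* DNA, by temperature, amount of DNA and wash. Bars are 1 array each and error bars exact 95% binomial intervals. The short 65 °C wash stands at 56.7% and the other arrays between 13.3% and 28.4%.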

All microarray manipulations were performed in an ozone-free environment. 4 μg DNA was sonicated to a size range near 1 kb then purified by Zymo DNA clean and concentrator columns. Labeling of 2 μg sonicated DNA was done by random-primed klenow incorporation of Cy-nucleotides either with the Invitrogen Bioprime kit according to the manufacturer's instructions, or with individually purchased reagents as previously reported [66]. The labeled reactions were purified by Zymo columns and measured for labeling yield and efficiency using a nanodrop spectrophotometer. 1 μg of each labeled DNA were mixed with Agilent blocking reagent and 2X hybridization buffer in a total volume of 400 μl, heated at 95°C for 5 minutes, and hybridized to a prepared microarray using an Agilent gasket slide. Hybridizations were performed overnight at 65°C in a rotating hybridization oven. Gaskets slides were removed in 1X SSC and 0.1% SDS solution. Arrays were agitated for 10 minutes in a 65°C bath of the same wash buffer, then washed on an orbital shaker for 10 minutes in a new rack in 1X SSC, ending with 5 minutes in 0.1X SSC. Arrays were then spun dry and scanned in an Agilent scanner. The resulting images were analyzed using Axon Genepix software version 5. Complete microarray data are available for download from the Princeton Microarray Database and GEO under accession GSE87401.

Data were linearly normalized and filtered for spots with intensity of at least 2 times over background in at least one channel. Manually flagged spots were also excluded. These filters were adequate to routinely filter out >95% of empty spots and retain >95% of hybridizing spots.

### Continuous culture evolution experiments

A single colony of *S*. *mikatae* and *S*. *paradoxus* and *S*. *uvarum* was inoculated into sulfate-limited chemostat medium with ura supplemented, grown overnight at 30°C, and 100 μL of the culture was inoculated into a ministat chamber [27] containing 20 mL of the same medium at 30°C. After 30 hr, the flow of medium was turned on at a dilution rate of 0.17 ± 0.01 hr^−1^. Four chemostats were inoculated from four individual colonies for each species and cell samples (glycerol stock and dry pellet) were passively collected every day from fresh effluent for ~200 generations. DNA was isolated by a modified Smash-and-Grab protocol from each endpoint population [67]. Whole genome sequencing of the evolved and ancestral populations was performed as described below.

Longer term *S*. *uvarum* and hybrid evolution experiments were performed in ATR Sixfors fermentors modified to run as chemostats, as described [25], with the exception that *S*. *uvarum* populations were held at 25°C. Prior experiments comparing this system with the ministat system demonstrated that they are nearly equivalent [27].

To determine if *SUL1* would amplify in *S*. *uvarum*, four individual colonies of a *sul2Δ S*. *uvarum* strain were inoculated into four sulfate-limited ministat chambers as previously described. Array CGH was performed on the four populations after 260 generations using the ancestral *sul2Δ* deletion strain as the reference.

Yeast samples for real-time PCR analysis were collected directly from the culture vessels, when the cultures reached steady state (approximately 3 days at ~25 generations). The cells were filtered on Nylon membrane (0.45 μm pore size) and immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction.

### Competition experiment

The pairwise competition experiments were performed in ministats. Each competitor strain was cultured individually. Upon achieving steady state, the competitors were mixed in 50:50 ratio. Each competition was conducted in two biological replicates for 15 generations after mixing. Samples were collected and analyzed three times daily. The proportion of GFP+ cells in the population was detected using a BD Accuri C6 flow cytometer (BD Biosciences). The data were plotted as ln[(dark cells/GFP+ cells)] vs. generations. The relative fitness coefficient was determined from the slope of the linear region by the use of linear regression analysis (see schematic in S10 Fig)[68].

The gene deletion competition assays were performed using two different drug resistant markers. For testing the fitness of either the *sul1Δ* or *sul2Δ* deletion strain in *S*. *cerevisiae* or *S*. *uvarum*, a spontaneous canavanine-resistant mutant (Can^R^) was selected. Two 20 mL chemostats were inoculated with either deletion strain marked with either Can^R^ or the canavanine sensitive (Can^S^) strain containing the alternate deleted allele. Cultures were brought to steady-state conditions over a period of 15 generations. 10 mL from the chemostat containing the canavanine sensitive (Can^S^) strain (containing the alternate deleted allele) was removed and replaced with 10 mL from the chemostat containing the Can^R^ marked clone. We sampled the chemostat an average of every 5 generations for approximately 30 generations. Cells were sonicated, diluted, plated on rich nonselective media, and grown for 2 days at 30°C. We counted >200 colony forming units using sterile methods. Cells were then replica-plated to synthetic complete minus arginine media containing 60 mg/L canavanine and allowed to grow at 30°C or 25°C for 3 days. Can^R^ cells were identified as fully formed colonies [25].

### Total RNA extraction and quantitative RT-PCR

RNA was extracted from the filtered sample by acid phenol extraction and quantified using a nanodrop spectrophotometer. 90 μg of RNA was cleaned-up using the Qiagen RNA easy kit according to the manufacturer's instructions (Qiagen). Contaminating DNA was removed by using Rapid DNase out removal kit on 2 μg of RNA in a 100 μL reaction (Thermo).

Oligonucleotides for real-time PCR are listed in S3 Table. One microgram of total RNA was reverse-transcribed into cDNA in a 20 μL reaction mixture using the SuperScript VILO cDNA synthesis kit (Life). The cDNA concentrations were then analyzed using the nanodrop. For the RT-PCR, each sample was tested in triplicate in a 96-well plate using SYBR. The reaction mix (19 μL final volume) consisted of 10 μL of LightCycler 480 SYBR Green I Master (Roche), 2 μL of each primer (5 mM final concentration), 5 μL of H_2_O, and 1 μL of a 1/100 dilution of the cDNA preparation. The absence of genomic DNA in RNA samples was verified by real-time PCR using the DNase free RNA. A blank was also incorporated in each assay. The thermocycling program consisted of one hold at 95°C for 4 min, followed by 50 cycles of 10 sec at 95°C and 45 sec at 56°C. The quantification of the expression level of *SUL1* was normalized with *ACT1* and the standard deviation was taken between four replicates.

### Nextera libraries and whole-genome sequencing

Genomic DNA libraries were prepared for Illumina sequencing using the Nextera sample preparation kit (Illumina). Barcoded libraries were quantified on an Invitrogen Qubit Fluorometer and submitted for 150 bp paired end sequencing on an Illumina HiSeq 2000. Read data have been deposited at the NCBI under the Bioproject accession number PRJNA297229. The reads were aligned against the reference strain of *S*. *uvarum* (CBS 7001), *S*. *mikatae* (IFO 1815), and *S*. *paradoxus* (CBS 432) using Burrows-Wheeler Aligner [69]. The sequence coverage of the nuclear genome ranged from 70 to 300x. Copy-number variations (CNVs) were detected by averaging the per-nucleotide read depth data across 100bp windows. For each window, the log_2_ratio in read depth between the evolved and parental strain was calculated. The copy number was calculated from the log_2_ratios and plotted using the R package DNAcopy [70].

## Supporting information

S1 Table List of strains. (XLSX) Click here for additional data file.

S2 Table List of plasmids. (XLSX) Click here for additional data file.

S3 Table List of primers. (XLSX) Click here for additional data file.

S1 Fig Chromosome X copy number plots of two evolved populations of *S*. *uvarum*. (TIFF) Click here for additional data file.

S2 Fig Genetic context of the *SUL* alleles in *S*. *cerevisiae* and *S*. *uvarum*. (TIFF) Click here for additional data file.

S3 Fig Plasmid replication containing 800bp downstream of *SUL1* from *S*. *uvarum*. (TIFF) Click here for additional data file.

S4 Fig Chromosome XII copy number plots of four evolved *sul1Δ S*. *cerevisiae* populations. (TIFF) Click here for additional data file.

S5 Fig Chromosome II copy number plots of 16 evolved hybrid clones. Note that each panel is scaled according to the range of values for that individual experiment.
(TIFF) Click here for additional data file.

S6 Fig Chromosome XII copy number plots of 16 evolved hybrid clones. Note that each panel is scaled according to the range of values for that individual experiment.
(TIFF) Click here for additional data file.

S7 Fig Whole genome copy number plots of four evolved *S*. *paradoxus* populations. (TIFF) Click here for additional data file.

S8 Fig Whole genome copy number plots of four evolved *S*. *mikatae* populations. (TIFF) Click here for additional data file.

S9 Fig Whole genome copy number plots of four evolved *S*. *uvarum* populations. (TIFF) Click here for additional data file.

S10 Fig Example of fitness coefficient calculations using data from a *S*. *cerevisiae* strain transformed with a *ScSUL1* containing plasmid. (TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

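Gene copy number was measured by 2-colour comparative genomic hybridization on 12 Agilent arrays and 40 spotted 70mer arrays. The Agilent arrays cover 4 evolved *sul1Δ* populations of *S*. *cerevisiae*, 4 evolved *sul2Δ* populations of *S*. *uvarum* and 4 samples of 2 evolved diploid *S*. *uvarum* populations. The spotted arrays cover 16 clones and 9 population samples of 8 hybrid populations, 4 clones and 2 populations of *S*. *uvarum*, and 9 control hybridizations of *S*. *uvarum* against *S*. *cerevisiae* DNA.

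For the Agilent arrays, the authors' software (Agilent Feature Extraction 10.5.1.1) subtracted the local background, removed a spatial trend and normalized the dyes linearly, and the ratios it wrote are on the log10 scale as the authors deposited them. The series-wide values for the same arrays are the same ratios on the log2 scale, as deposited, and were used as an alternative. Spot brightness is deposited as intensity on a linear scale, with median signal and median background per channel. These files hold the median and not the mean signal, so background correction by normexp (offset 50, limma 3.58.1) was run on median signals although mean signals had been planned. For the spotted arrays, the authors used GenePix 5, normalized linearly, excluded manually flagged spots and kept spots with at least 2 times the background in at least 1 channel. The deposited ratios of these arrays were treated as log2 of Cy5 over Cy3, which the values do not state, and the sign was turned on the 2 *S*. *uvarum* arrays with evolved DNA in Cy3.

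On the Agilent arrays, log10 ratios were converted to log2, control probes and spots marked as outliers by the software were left out, duplicate probes were averaged, and the median of each array was set to 0. No intensity-dependent correction was applied. The median signal was 18.8 to 117 times the background in red and 32.7 to 112 times in green, and at least 99.95% of spots on each array were well above background in both channels. The precision is limited by the number of arrays. Segments were found by circular binary segmentation, written for this work in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 (1000 permutations per split, p under 0.01, at least 5 probes, seed 7), and splits under 1 SD of the noise between neighbouring probes were undone. A locus was called gained at a segment mean of at least 0.3 with at least 5 probes. Adjacent segments at or above 0.3 were joined into 1 stretch for its length and mean. Copy number was 2 to the power of the log2 ratio times the starting copies, 2 for the diploid *S*. *uvarum* strain and 1 for the others. Figures were drawn with matplotlib 3.10.9.

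The segmentation was tested on simulated data with the noise of each group of arrays. Of the simulated segments, 98% to 100% were found, and on unchanged chromosomes 0 false segments arose at the noise of each group. At the noise of the diploid *S*. *uvarum* arrays, 1 false segment arose among 50 chromosomes that carried a simulated segment of 10 probes. The simulated noise was independent from probe to probe, so patterns that neighbouring probes share on the real arrays are absent from it. These counts therefore do not show how many segments of the real arrays are false, such as the short ones on the diploid arrays. The test across bins of 10 kb with at least 5 probes used limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend of the variance over the mean log2 ratio of the bins, Benjamini-Hochberg adjusted p under 0.05). Tested on simulated data with 200 bins raised by 0.6, it found 96% of changed bins for the *sul1Δ* arrays and 98% for diploid against *sul2Δ* *S*. *uvarum*. It also called 1 and 8 unchanged bins. The simulated rise was equal on all arrays of the changed group, and the SDs of the bins were put in random order. The simulation therefore tests neither a rise that differs between populations nor the trend of the variance over the mean.

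Samples were grouped by strain from their labels and the paper. Time points of a diploid *S*. *uvarum* population were averaged, so that n is 2 populations. The *sul1Δ* and *sul2Δ* loci were tested against 0 with exact two-sided sign-flip permutation tests over 4 populations, for which 0.13 is the smallest possible p, and over 2 populations 0.5 is the smallest. In the bin tests, *sul1Δ* ratios were tested against 0 with a minimum log2 ratio of 0.3, and diploid *S*. *uvarum* populations against *sul2Δ* populations with no minimum. The alternatives set before the data were examined were normexp background correction, series-wide values, centring on the mode, filters on signal over background (at least 2 times) and on spots well above background in both channels, change points by PELT (penalty factor 10), no splits undone, splits undone under 2 SD, the median within 5 kb, gain thresholds of 0.2 and 0.5, bins of 5 and 20 kb, limma without trend, another minimum log2 ratio, the last time point, and each replicate left out. Keeping the spots marked as outliers was added after the data were seen, as were the count of diploid populations with *SUL2* gained under each alternative, with its gain thresholds, and all settings for the shared spots of the hybrid arrays.

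Besides *SUL1*, *SUL2* and the genes drawn around them in the paper's figures, the segments named were chosen by a rule fixed in advance: up to 3 per array, the largest in absolute log2 ratio among those of at least 10 probes and an absolute ratio of at least 0.3 away from the locus of interest. By it, the *sul1Δ* arrays gave the mitochondrial genome (segments of −0.90 in population 6, −0.40 in population 7, −0.56 in population 8 and −0.40 in the population with no number), raised segments at *NET1* on chromosome 10 (0.34 in population 6 and 0.30 in population 7), from *USO1* to *YDL057W* on chromosome 4 (0.34 in population 6 and in the population with no number, 0.37 in population 8) and at *SRD1* on chromosome 3 (0.43 in population 7), and lowered ones at the end of chromosome 6 (−0.42 in population 8 and −0.37 in the population with no number). In the *sul2Δ* arrays it also gave chromosome 15 from 514286 to 517734 (−0.63, population 2), chromosome 6 from 373175 to 377529 (0.59, population 3), chromosome 13 from 682 to 7355 (0.55, population 3), and, in population 4, chromosome 13 from 74539 to 76913 (−0.68), chromosome 14 from 713697 to 719309 (0.55) and chromosome 8 from 706913 to 709489 (−0.52). On the diploid *S*. *uvarum* arrays it gave chromosome 6 from 372306 to 375204 (1.25 in population A and 1.15 in population B, later samples) and from 372306 to 374950 (1.04 in population A, earlier sample), chromosome 8 from 706913 to 710305 (1.01 in population A and 0.94 in population B, earlier samples), chromosome 13 from 74226 to 77625 (1.05 and 1.09 in population A) and 5 segments on 1 array each, between 1.02 and 1.19. Gene names on *S*. *cerevisiae* come from the array and from the gene table of assembly R64, of which no coordinates are given.

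The value planned for the *SUL1* locus of the hybrid clones was not computed, because the values are listed by spot number without gene names. In its place, spots raised together on arrays of the same print were counted, by a rule chosen after the values had been seen. The loci on the spotted *S*. *uvarum* arrays were left out for the same reason. Sequencing data, fitness measurements and expression measurements of the paper were not analysed here.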

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

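The tests on the filter of outlier spots, on the identity of the array of population 4, on the background correction of the mitochondrial probes and on the recurring short segments were chosen only after the results were seen.

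The log2 ratio at *SUL1* in *sul2Δ* population 4, 0.81, lies far from those of the other *sul2Δ* populations, at 0.01, 0.04 and 0.02, with a gap to the nearest of them that is 0.959 of the whole range. Among 6 groups of samples examined for such a gap, 2 had one, where chance alone gives about 1 in 20. The other populations have more spots left out as outliers, and their gains would be hidden if the filter removed raised spots. With these spots kept, the highest *SUL1* segment of the other 3 populations was 0.056, which argues against the filter as the cause. An array of a strain that still carries *SUL2* under this label is argued against by the *SUL2* probes, whose red brightness on that array was −3.52 on the log2 scale against its median probe, while on the diploid arrays it was between 0.14 and 1.71. For this test *SUL2* was located from the other 3 *sul2Δ* arrays alone, which gave the same 9 probes. What remains open is biological and follows from the design: a gain that arose in 1 population and rose in frequency there. It may account for the value, and with 1 population it was not tested further.

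Of the species control arrays, that with a short 65 °C wash had 56.7% of its spots within 1 log2 unit of the array's median, apart from the next at 28.4%, a gap of 0.652 of the range. It is the other of the 2 groups with such a gap. Additional spots of low quality kept on that array could raise the share, but over the spots with a value on every control array it was 56.8%, against 17.9% to 28.9% on the other arrays of the same print, so a different set of spots is argued against. For the values as deposited, without centring, it was 56.7% against 5.92% to 15.6% on the others. Its profile correlates across spots with the other control arrays at r between 0.66 and 0.80, where other pairs reach 0.99, and spots are not independent replicates. The wash itself and a fault of that single hybridization remain open, since the condition has 1 array. No biological explanation was tested.

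The mitochondrial genome, which the paper does not discuss, had a lower ratio on each *sul1Δ* array. Over its 295 probes the mean log2 ratio was −0.88 in population 6, −0.27 in population 7, −0.52 in population 8 and −0.40 in the population with no number, a mean of −0.52 ± 0.26 (SD, n = 4; exact two-sided sign-flip permutation test, p = 0.13, the smallest possible). The lowest nuclear windows of as many probes were between −0.16 and −0.11. Mitochondrial probes are bright, and a dye bias that grows with brightness might lower them, but nuclear probes matched in brightness had a mean of 0.24, on the other side of 0. Saturated spots made up at most 1.36% of the mitochondrial probes of an array, too few for the whole pattern. With normexp background correction the highest of the 4 arrays was at −0.31, so the background is argued against as well. The reference strain, which by its labels is not the direct ancestor, and the recovery of mitochondrial DNA during extraction were not tested. A lower mitochondrial copy number in the evolved populations is a hypothesis that these tests leave standing with those.

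On the diploid *S*. *uvarum* arrays, short raised segments recur between populations. Population A had 72 of them and 41 overlapped a segment of population B, where shifting the segments along the genome 1000 times gave at most 11. Their median length was 3.4 kb, and they numbered 36 to 59 per array, against 0 to 8 on the *sul2Δ* arrays. A pair of the strongest, on chromosomes 8 and 13, overlap segments of the opposite direction in *sul2Δ* population 4, at −0.52 and −0.68, an overlap singled out after the values were seen. The strongest, on chromosome 6 (1.25 in population A and 1.15 in population B), overlaps segments raised in the same direction in *sul2Δ* populations 2 and 3, at 0.56 and 0.59. A fixed effect of probe or dye, which would recur on every array of the design, is argued against as the whole cause: over the 676 probes raised in both diploid populations, the ratio was 0.64 on the diploid arrays and −0.023 on the *sul2Δ* arrays. Gains placed at random in each population are argued against by the overlap of 56.9% of population A's segments. The overlap cannot exclude separate gains selected at the same places, since *SUL2* itself was called gained in populations A and B. The reference DNA, the slide and the hybridization were shared by the diploid arrays and differ from those of the *sul2Δ* arrays. Profiles in 2 kb bins correlate across bins between diploid arrays at a median r of 0.84 (0.76 to 0.92, over 6 pairs), while between the groups the median is −0.29. This may reflect the shared material, but it cannot be told apart from a difference between the strains, because group and slide coincide.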

How the results depend on the processing

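Keeping the outlier spots, the count of diploid populations with *SUL2* gained under each alternative, its gain thresholds of 0.2 and 0.5, and all settings of the hybrid spots were chosen only after the results were seen. The other alternatives were planned.

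Apart from leaving out replicates, 117 alternatives were run over 14 results. In 95 the value was labelled the same, in 22 moved and in 0 reversed. Of these, 34 change almost no ratio and so test little: the series-wide values, which are the same ratios, the filters on signal, which leave out almost no spot, and the outlier spots kept where few spots are marked. Of the other 83, 61 stayed and 22 moved. Counts and shares cannot change sign, so the 0 reversed says nothing about them. The label follows the size of a mean or count, and not its p or its split between directions. With normexp, *SUL1* of the *sul2Δ* populations was labelled the same, although its exact sign-flip p (n = 4) went from 0.13 to 0.875. So were the bins of diploid against *sul2Δ*, where 220 higher and 278 lower became 497 and 115. With outlier spots kept, 729 such bins in place of 498 were also labelled the same. The calls of *SUL2* gained in 4 of 4 *sul1Δ* populations and of *SUL1* gained in 1 of 4 *sul2Δ* populations held under each alternative that kept all populations, and no alternative called *SUL1* gained in the diploid *S*. *uvarum* populations. The call of *SUL2* in 2 diploid populations became 1 when splits under 2 SD were undone, with a mean log2 ratio of 0.45 against 0.60, and 1 at a gain threshold of 0.5. At a threshold of 0.2 it stayed 2.

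Normexp background correction raised the mean *SUL2* ratio of the *sul1Δ* populations from 1.75 to 2.83 and that of the diploid populations from 0.60 to 0.94, changed *SUL1* of the diploid *S*. *uvarum* populations from −0.083 to −0.056, and brought the deleted genes closer to 0, from −3.97 to −2.20 for *SUL1* in the *sul1Δ* strains and from −1.11 to −0.026 for *SUL2* in the *sul2Δ* strains. For the deleted genes the offset of 50 added to both channels pulls dim probes towards a ratio of 1 by construction. For the raised loci the cause was not tested. The stretches at *SUL2* changed as well: with normexp, that of *sul1Δ* population 6 went from 6.61 to 17.3 copies, that of *sul1Δ* population 7 from 31.91 to 84.44 kb, and that of the earlier sample of diploid population B from 99.73 to 329.89 kb, the last being 134.89 kb with PELT. The diploid *SUL1* value was −0.053 with PELT change points, −0.065 with splits undone under 2 SD and −0.012 as the median within 5 kb, all under the threshold, and the cause was not tested. In the *sul1Δ* strains the lowest *SUL1* probe was at −4.60, a single probe in place of the median. The highest, at −0.20, is the probe that is not among the 9 lost and lies at the end of the gene, which the deletion as the paper describes it leaves in place, so it has no bearing on the size of the ratio.

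For the *sul1Δ* bins, 12 were called (4 higher and 8 lower). With no minimum log2 ratio the number was 654. Dropping the minimum can only raise it, but how far is not fixed by construction. It was 24 with bins of 5 kb and 6 with bins of 20 kb, where the number of bins tested changes too. Under normexp it was 20 (10 higher and 10 lower), and the cause was not tested. For diploid against *sul2Δ* *S*. *uvarum*, the 498 bins became 62 with a minimum difference of 0.3 and 289 with bins of 20 kb, both by construction. Normexp called 612, 497 higher and 115 lower in the diploid populations, against 220 higher and 278 lower in the main setting, so that the split between directions depends on the background correction.

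Without the trend, 14 *sul1Δ* bins were called. The bin with most of the deleted *SUL1* (−0.75) and a mitochondrial bin (−0.69) were added, as the trend had given them standard errors of 1.21 and 0.497 in place of 0.0425 and 0.0959. For the *SUL1* ratio of the *sul2Δ* populations, the exact permutation p (n = 4) was 0.13, and it was 0.875 with normexp and 0.25 with the median within 5 kb.

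With each population left out in turn, the mean *SUL2* ratio of the *sul1Δ* populations ranged from 1.42 to 2.07, with 3 of 3 called each time. The mean *SUL1* ratio of the *sul2Δ* populations ranged from 0.02 to 0.29, and the number called from 0 to 1, with 0 without population 4. Leaving 1 of the 2 diploid populations gave 0.23 to 0.97 for *SUL2* and −0.09 to −0.07 for *SUL1*. The number of *sul1Δ* bins ranged from 4 to 16, the 4 without population 8 and the 16 without the population with no number. For diploid against *sul2Δ* bins it ranged from 260 to 612, with 260 without population A and 266 without population B. In those fits the lone diploid population is assumed to vary like the *sul2Δ* populations. No paired analysis was possible because the groups do not share replicate numbers.

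The hybrid count of 14 of 16 clones became 8 of 10 when spots had to be raised on 75% of the other arrays. The planned value for the hybrid clones at their *SUL1* locus and the alternatives set for it were not run. For the species controls, the median share of 25.0% became 12.7% within 0.5 log2 units and 47.4% within 2, both by construction. It became 11.3% without centring and 26.0% over spots with a value on every control array of the same print, and the cause was not tested.

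Signal over background sets which ratios have a meaning: at deleted genes the signal approaches the background and the size of the ratio depends on how that is subtracted. Noise was lowest on the *sul1Δ* arrays, with the highest signal over background (60.2 to 117 in red), and higher on the *S*. *uvarum* arrays (18.8 to 40.4), where a gain in a small share of cells is harder to separate from 0.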

Differences from the paper's values

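The comparisons with figure panels and legends were made only after the results were seen.

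No value of the paper's text for which a value was computed here differs by more than the larger error and by more than 1.5 times in the main setting. Under alternatives set before the data were examined, some do. The copy number of the stretch in *sul1Δ* population 8 is 2.97 in the main setting and 6.85 with normexp background correction, where the paper's value is 3. Which population Fig 2C draws is not named there, and population 8 was set beside it because its stretch of 144.41 kb is the closest in size to the paper's 144 kb. The stretch in the later sample of diploid *S*. *uvarum* population B has 5.41 copies in the main setting and 9.21 with normexp, where the paper's value, for a sequenced clone and not for the population, is 5. The number of diploid populations with *SUL2* gained is 2, as in the paper. In counts under alternatives that were added after the values were seen, it is 1 when splits under 2 SD are undone and 1 at a gain threshold of 0.5.

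Some statements differ in other ways. The legend of Fig 2C places the gained *SUL2* segment of *S*. *cerevisiae* on another chromosome than the array, which has it on chromosome 12. The paper numbers the *S*. *uvarum* chromosome with *SUL2* as X, while the array numbers it 12. The paper reports no other amplification in the *sul2Δ* populations without a *SUL1* gain, and segments of at least 10 probes with an absolute log2 ratio of at least 0.3 numbered 0, 10 and 5 there, raised and lowered ones together. The legend of Fig 2C gives the parental *sul1Δ* genome as the reference, while the ratio at *SUL1* was −3.97 ± 0.42 (SD, n = 4), and the panel draws *SUL1* at a copy number of about 1 in Fig 2C, read by eye. The drawing of the experiment gives about 200 generations in Fig 2B, read by eye, for the *sul2Δ* populations, where their labels give 260. The share of cross-hybridizing probes in the paper is defined by signal in both channels, so it is not on one scale with the 25.0% of spots near the array's median. The hybrid count of 14 of 16 equals the paper's under a rule chosen after seeing the values, and the stricter rule gives 8 of 10.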

Other observations

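The tests on slide and reference, on chance coincidence among the hybrid spots and on their reference DNA were chosen only after the results were seen. The comparison of bins between diploid and *sul2Δ* *S*. *uvarum* and the summary of the spotted *S*. *uvarum* arrays were planned.

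Between the 2 diploid populations and the 4 *sul2Δ* populations of *S*. *uvarum*, limma called 498 of 1131 bins of 10 kb different at a Benjamini-Hochberg adjusted p under 0.05, 220 higher and 278 lower in the diploid populations (606 at an unadjusted p under 0.05). The median absolute difference of the called bins was 0.18, and 62 passed a minimum of 0.3. Normexp background correction gave 497 higher and 115 lower, so the split of the calls between directions depends on the processing. With the outlier spots kept, an alternative added after the data were seen, 729 bins were called. Of the called bins, 84.3% lie outside chromosomes 4 and 12, which hold *SUL1* and *SUL2*, and they spread over 16 chromosomes. A gain selected in 1 group would alter few chromosomes, so the spread suggests a difference along the whole genome. The slide and the reference differ between the groups in the same way as ploidy and genotype do, so these explanations cannot be told apart. Without population A the count was 260 and without population B 266.

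On the spotted arrays of evolved *S*. *uvarum* (4 clones and 2 population samples), a median of 31.4% of spots (SD 11.4, n = 6 arrays) had an absolute log ratio above 1, with a range from 7.50% to 39.9%. On the 4 arrays of prints with control values, among the spots assigned to *S*. *uvarum* 1.08%, 4.80%, 0.743% and 3.40% lay beyond 1 when centred on that class, and 1.03%, 4.31%, 0.564% and 3.30% when centred on the whole array, so most spots beyond 1 are outside the *S*. *uvarum* class. The spots are not assigned to genes, and the cause was not tested.

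The spots raised together on the hybrid arrays were compared with chance. If high values fell on the same spots independently from array to array, shuffling the values within each array would give as many. The most that 1000 shuffles gave on any print was 1, against 10, 8 and 9 found, so such a coincidence is unlikely. The shuffling cannot decide about spots that are noisy on every array, because it spreads their values over all spots. A reaction shared through the reference DNA would give arrays of the same print and reference like medians. Over 5 such groups, the median range of these medians was 2.75, but the largest group, with 8 arrays, had a range of 0.88 (2.89 to 3.77), and the widest, 3.28 and 4.11, come from the 2 clones that were not called. A reaction to the reference DNA and spots that share a gene or a region cannot be told apart here, because the ranges rest on single arrays. The amplification that the paper reports is of the latter kind, and no test here assigns the spots to it.

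Hybrid clones with a median near 0 belong to populations with other samples that are raised, but on other prints and so over other spots. In BC4-B, clone 2 was at −0.03 on the third print, and on the first print clone 1 was at 4.13 and the population samples at 3.85 and 3.46. In BC3-A, clone 1 was at 0.15 on the second print, clone 2 at 1.5 on the third and the population at 2.89 on the first. These are single arrays whose spots were not matched between prints, and no explanation was tested.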
